# Expression of Formate-Tetrahydrofolate Ligase Did Not Improve Growth but Interferes With Nitrogen and Carbon Metabolism of *Synechocystis* sp. PCC 6803

**DOI:** 10.3389/fmicb.2020.01650

**Published:** 2020-07-14

**Authors:** Shanshan Song, Stefan Timm, Steffen N. Lindner, Viktoria Reimann, Wolfgang R. Hess, Martin Hagemann, Eva-Maria Brouwer

**Keywords:** C1 metabolism, cyanobacteria, carbon fixation, formate assimilation, metabolome, serine, transcriptomics

## Abstract

The introduction of alternative CO_2_-fixing pathways in photoautotrophic organism may improve the efficiency of biological carbon fixation such as minimizing the carbon loss due to photorespiration. Here, we analyzed the effects of creating a formate entry point into the primary metabolism of the cyanobacterium *Synechocystis* sp. PCC 6803. The formate-tetrahydrofolate ligase (FTL) from *Methylobacterium extorquens* AM1 was expressed in *Synechocystis* to enable formate assimilation and reducing the loss of fixed carbon in the photorespiratory pathway. Transgenic strains accumulated serine and 3-phosphoglycerate, and consumed more 2-phosphoglycolate and glycine, which seemed to reflect an efficient utilization of formate. However, labeling experiments showed that the serine accumulation was not due to the expected incorporation of formate. Subsequent DNA-microarray analysis revealed profound changes in transcript abundance due to *ftl* expression. Transcriptome changes were observed in relation to serine and glycine metabolism, C1-metabolism and particularly nitrogen assimilation. The data implied that *ftl* expression interfered with the signaling the carbon/nitrogen ratio in *Synechocystis*. Our results indicate that the expression of new enzymes could have a severe impact on the cellular regulatory network, which potentially hinders the establishment of newly designed pathways.

## Introduction

Inorganic carbon fixation by photoautotrophic organisms via the Calvin-Benson-Bassham (CBB) cycle represents the biochemical process that supplies organic carbon for almost all living organisms on Earth. In nature, factors limiting the growth of photosynthetic organisms vary among species and habitats and include the availability of water, light, and nutrients e.g., combined nitrogen sources (Evans, 1997). However, in modern agriculture, using fertilizers and often irrigation, CO_2_ fixation became the rate-limiting factor of crop plant yield under ambient conditions due to the inefficiency of the key CO_2_-fixing enzyme of the CBB cycle, the ribulose 1,5-bisphosphate carboxylase/oxygenase (RubisCO) (Long et al., 2006; Tcherkez et al., 2006; Bar-Even et al., 2010). RubisCO possesses a slow catalytic rate and an oxygenation side reaction producing the toxic byproduct 2-phosphoglycolate (2PG). 2PG must be metabolized through the photorespiratory pathway, which releases previously fixed CO_2_ and liberates NH_3_ (Bauwe et al., 2010). Many attempts were undertaken to enhance photosynthetic carbon fixation, like engineering RubisCO toward higher catalytic efficiency and specificity for CO_2_ (Whitney et al., 2011). Other attempts aimed at increasing the CO_2_ concentration in close vicinity to RubisCO, which has been naturally achieved during evolution of different CO_2_-concentrating mechanisms (CCMs) in cyanobacteria, algae and C4 plants (Leegood, 2002; Badger and Price, 2003; Giordano et al., 2005; Long et al., 2018). In recent years, it has also been tried to optimize photorespiration in plants by expressing different artificial bypass reactions to improve the recycling of 2PG (Kebeish et al., 2007; Hagemann and Bauwe, 2016; South et al., 2019). Another *in vitro* approach established a carbon-conserving photorespiration by converting glycolate via glycolyl-CoA and glycolaldehyde into CBB cycle intermediates (Trudeau et al., 2018).

As an alternative to the improvement of the CBB cycle and photorespiration, which are intimately linked to plant primary metabolism, the generation of entirely new synthetic CO_2_-fixing pathways has been proposed. Shih et al. (2014) generated a synthetic photorespiratory CO_2_-fixing bypass in cyanobacteria, which provided the basis for an alternative carbon fixation pathway in cyanobacteria, algae and plants. Schwander et al. (2016) were able to design and prove an *in vitro* CO_2_ fixing pathway, the CETCH [(CoA)/ethylmalonyl-CoA/hydroxybutyryl-CoA] cycle that involves 11 enzymatic steps. The direct assembly of this synthetic pathway in living organisms is challenging due to limited understanding of the complex interplay among the different enzymes used in this synthetic network. Furthermore, the interference of the synthetic networks with the complex metabolic and regulatory background of the host organism can lead to undesired side reactions and toxicity (Schwander et al., 2016).

Recently, formate has been proposed as an ideal feedstock for bio-economy, because it can be produced at relatively high efficiency from multiple available resources such as the electrochemical reduction of CO_2_ and oxidization of natural gas (Bar-Even et al., 2013). Furthermore, formate is soluble and of low toxicity. Many methylotrophic organisms can grow with formate as sole carbon source (Marx et al., 2003). The establishment of additional CO_2_ reduction into formate in photoautotrophic organisms such as crop plants was proposed to support CO_2_ fixation via the CBB cycle (Bar-Even, 2018). The most valuable entry point of formate into primary carbon metabolism is via conversion into 10-formyl-tetrahydrofolate (formyl-THF) by the formyl-THF ligase (FTL) (Bar-Even, 2016). FTL catalyzes an ATP-dependent kinase reaction that gives rise to the intermediate formyl-phosphate and the activated formyl-group is then transferred on THF to give formyl-THF (Mejillano et al., 1989). FTL does not directly generate a carbon–carbon bond but it activates formate, making it a good electrophile for downstream reactions with a nucleophilic carbon atom. FTL is the only known naturally occurring formate-fixing reaction that supports formatotrophic growth (Bar-Even, 2018). In most organisms, formyl-THF naturally participates in the synthesis of purines and also takes part in the formylation of initiator methionyl-tRNA^*Met*^ in bacteria, mitochondria and chloroplasts. It can also be converted to methylene-THF via the bi-functional methylene-THF dehydrogenase/methenyl-THF cyclohydrolase (FolD) (Hanson and Roje, 2001). Subsequently, methylene-THF can, together with glycine, serve for serine biosynthesis via the serine-hydroxymethyltransferase (SHMT), which represents an important step in the C1-metabolism of most organisms (Figure 1). In plants and other oxygenic phototrophs, the CO_2_-releasing step via glycine cleavage in the photorespiratory pathway produces high amounts of methylene-THF, which is then used by SHMT to synthesize serine on the expense of a second glycine molecule. It has been discussed that an increased pool of methylene-THF due to efficient formate incorporation could turn photorespiration into less CO_2_-releasing or even CO_2_-fixing, when the glycine-decarboxylase reaction is reversed Recently, the formate-assimilation pathway including a reversed glycine decarboxylase flux was successively established in *E. coli*, proving the afore calculated kinetical feasibility and functionality of the designed CO_2_-fixing shunt (Bar-Even et al., 2010; Yishai et al., 2017; Bang and Lee, 2018; Döring et al., 2018; Kim et al., 2020).

**FIGURE 1:**
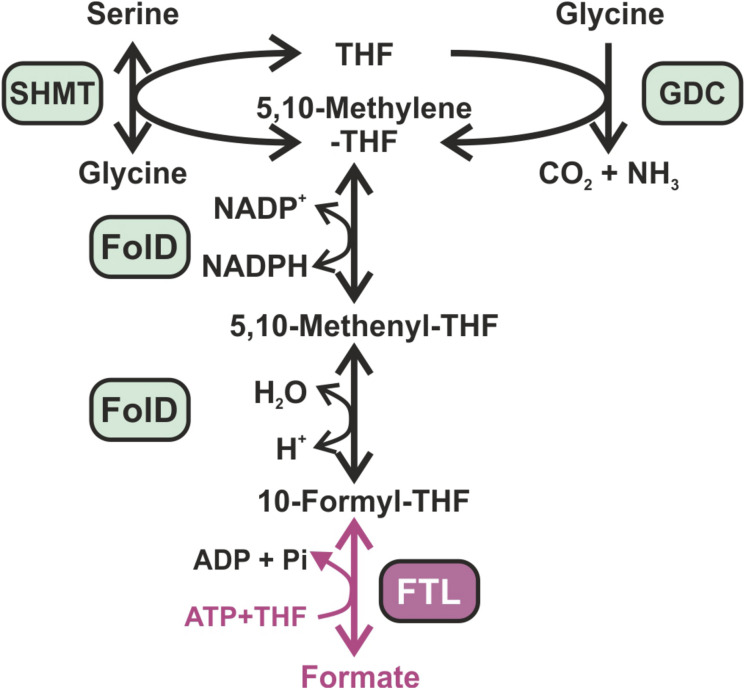
Synthetic formate assimilation (FA) pathway in *Synechocystis* sp. PCC 6803. Enzymes present in the *Synechocystis* host cell are marked in green, while the additional enzyme necessary for formate incorporation is marked in pink. FTL, formate-THF ligase; FolD, bifunctional methylene-THF dehydrogenase/methenyl-THF cyclohydrolase; GDC, glycine decarboxylase complex; SHMT, serine hydroxymethyltransferase.

Here, we aimed to establish formate assimilation in cyanobacteria, which use light energy for oxygenic photosynthesis and the CBB cycle for CO_2_ assimilation similar to plants (Hohmann-Marriott and Blankenship, 2011). We selected the model organism *Synechocystis* sp. PCC 6803 (hereafter *Synechocystis*) for the expression of *ftl*, which should enable formate utilization and its conversion into biomass via photorespiratory 2PG metabolism (Figure 1). The study was initiated to test, if formate assimilation can be established in a prokaryotic oxygenic phototroph before making the next step of crop plant engineering. In contrast to our expectations, the knowledge from *E. coli* could be not directly transferred to *Synechocystis*, because instead of improved growth on formate we found marked alteration of cellular C/N metabolism in the *ftl*-expressing strain.

## Materials and Methods

### Strains and Culture Conditions

The cyanobacterial strains used in this work are listed in Supplementary Table S1. The glucose-tolerant strain of *Synechocystis* sp. PCC 6803 served as wild type (WT). Cultivation of mutants and transgenic strains were performed at 50 μg/ml erythromycin (Ery). Axenic cultures of *Synechocystis* were maintained on agar plates (BG 11, pH 8, solidified by 0.9% Kobe agar) at 30°C under continuous illumination of 50 μmol photons m^–2^ s^–1^. The drop-dilution assay was performed with serial dilution of 2 μl cell suspensions at OD_750__nm_ = 1 spotting on agar plates without antibiotics and with different supplements as given in the text. Liquid cultures were grown in the batch mode using BG 11 medium. Cells suspensions were sparked either with ambient air (0.04% CO_2_) or air-enriched with CO_2_ [5% (v/v)] at 30°C under continuous illumination of 100 μmol photons m^–2^ s^–1^. Contamination by heterotrophic bacteria was evaluated by spreading of 0.2 ml of the culture on LB agar plates.

The *E. coli* DH5α cultured in LB medium at 37°C was used for routine DNA manipulations.

### Generation of Transgenic Cyanobacterial Strains

Genes for overexpression and mutation were PCR amplified using gene specific primers (see Supplementary Table S1). All PCR products were ligated with pGEM^®^-T (Promega, Walldorf, Germany) and verified by sequencing (Microsynth Seqlab, Göttingen, Germany). For the overexpression of FTL in *Synechocystis*, *ftl* from *Methylobacterium extorquens* AM1 (Yishai et al., 2017) was amplified with primers adding *Bgl*II and *Mun*I sites at its 5’ and 3’ ends and inserted under control of the strong light-induced P*_psbAII_* promoter into plasmid pAII carrying an erythromycin resistance cassette (Lagarde et al., 2000).

### Protein Extraction From Synechocystis and Western Blot

Twenty ml of *Synechocystis* cells (OD_750__nm_ = 1) were collected by centrifugation at 6000 × *g* for 10 min and immediately frozen in liquid nitrogen and stored at –80°C for further protein extraction. Frozen cells were resuspended in 200 μl homogenization buffer [75 mM Tris−HCl pH 7.5, 1.5 mM EDTA, 1.5 mm PMSF, 1.5 mM NaHSO_3_, 0.15 mM Pefabloc (Merck, Darmstadt, Germany)]. Samples were supplemented with glass beads (diameter 0.5 mm) and subjected to 5 freeze-thaw cycles. Protein quantification was done with Amidoblack (Schulz et al., 1994). The calibration curve was done with different concentration of bovine serum albumin.

SDS−PAGE and Western Blot were done according to standard protocols (Laemmli, 1970; Towbin et al., 1979). The FTL antibody was raised in rabbit against recombinant the generated His-tagged FTL by Davids Biotechnology GmbH (Regensburg, Germany).

### Enzyme Assays

The N-terminal His_6_-tagged *ftl* was obtained after ligation of a *Sac*I/*Kpn*I fragment into pBAD/HisA. The recombinant FTL was purified from cells of *E. coli* strain BL21 (DE3). The pre-cultures were inoculated in fresh LB-medium to an OD_600__nm_ of 0.1 and incubated at 37°C to OD_600__nm_ of 0.6 to 0.8 before induction of *ftl* expression with 0.02% L-arabinose. Expression was carried out for 4 h at 37°C. Cells were harvested by centrifugation at 6000 × *g* for 10 min and washed with lysis buffer [20 mM Tris−HCl pH 7.8, 50 mM NaCl, 10 mM imidazole]. Cells were suspended in lysis buffer supplemented with 1 mg/ml lysozyme and incubated on ice for 30 min. The resulting suspension was subsequently sonicated for 3 × 30 s at maximal power. Lysate was cleared by centrifugation at 14000 × *g* for 30 min at 4°C.

His-tagged proteins were purified via IMAC according to the manufactures protocol (QIAexpressionist, Qiagen) in the gravity flow mode. Lysate passed the Ni-NTA three times, followed by three washing steps with 20 batch volumes washing buffer [20 mM Tris−HCl pH 7.8, 1 M NaCl, 40 mM imidazole]. Elution was done with one batch volume of elution buffer [20 mM sodium phosphate pH 7.8, 500 mM NaCl, 300 mM imidazole] and repeated up to 3 times if desired. Pure recombinant FTL of elution fraction 2 was used for biochemical assays or antibody production.

The FTL activity assay measures the conversion of THF and formate into 10-formyl-THF, which was then quantitatively converted into methenyl-THF by the addition of acid as described (Marx et al., 2003). The assay was performed at 25°C for up to 10 min. Methenyl-THF was determined spectrophotometrically by its characteristic absorption maximum at 350 nm. The 1 ml standard assay mixture contained 0.1 M Tris buffer (pH 8.0), 2 mM tetrahydrofolate (THF) (Merck, Darmstadt, Germany), 10 mM MgCl_2_, 5 mM ATP, 200 mM sodium formate, and 50 μg cell protein extract. The reaction was stopped at different time points (1, 5, and 10 min) by the addition of 2 ml of 0.36 N HCl. The assay was done under low oxygen condition established by a stream of N_2_ to minimize oxidative degradation of the co-substrate THF, whereas the enzyme FTL (EC 6.3.4.3) itself does not contain an oxygen-sensitive cofactor. The absorbance of methenyl-THF was then determined at 350 nm.

Enzyme assay was performed with three technical replicates and given are the mean value ± SD.

### Quantification of Soluble Amino Acids and Organic Acids

Pre-cultures had been cultivated under constant illumination and aerated with 5% CO_2_ in BG11 medium. The cells were diluted to OD_750__nm_ = 1 and shifted to ambient air bubbling either with or without 10 mM sodium formate under constant illumination for 24 h. Free amino acids and organic acids were extracted from frozen *Synechocystis* cell pellets of 10 ml of cultures at OD_750__nm_ = 1 using 80% ethanol at 65°C for 3 h. Cell suspensions were mixed thoroughly by shaking every 30 min. Cell debris were removed by centrifugation at 6000 × *g* for 15 min. the supernatant was lyophilized and re-dissolved in 1 ml MS-grade water (Carl Roth, Karlsruhe, Germany). Amino acids and organic acids were separated through liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS) with Discovery H5 F5 HPLC column (Merck, Darmstadt, Germany) as described in Reinholdt et al. (2019).

All assays were repeated 3 times with independent cell cultivation and three technical replicates each. Pair-wise *t-*test was applied for the statistical comparison of mean values of all 9 data sets.

### RNA-Isolation and Microarray

For transcriptomics, cells were cultured with or without addition of 10 mM sodium formate for 3 days under constant illumination and ambient air bubbling. Cells from 10 ml of cell suspension were harvested by quick centrifugation at 4°C. The cell pellets were frozen in liquid N_2_ and stored at −80°C. RNA isolation, direct RNA labeling and DNA-microarray hybridization were performed as previously described (Gärtner et al., 2019). A high-resolution microarray manufactured by Agilent (Design ID 075764, format 8 × 60 K; slide layout = IS-62976-8-V2) was used for transcriptomic analysis. The array design allows the direct hybridization of total RNA without conversion into cDNA and covers the probes for all annotated genes as well as other transcripts identified in the course of comprehensive RNA sequencing studies. Before labeling, total RNA was incubated with Turbo DNase (Invitrogen) according to the manufacturer’s protocol and precipitated with ethanol/sodium acetate. Further details of the labeling and hybridization protocol can be found in Voß and Hess (2014).

Raw data were further processed with the R package Limma. Median signal intensities were background corrected and quantile normalized. 

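Each of the 8 arrays carried 62334 spots, among them 1011 positive and 308 negative control spots. The authors deposited the scanner output of every array, which gives the median pixel intensity of each spot and of the local background around it. Before any correction, the median probe had an intensity between 597 and 725 on the 4 WT arrays and between 851 and 1225.5 on the 4 exFTL arrays. The local background was low, with a median of 46 on the array of WT replicate 1 and of 25 or 26 on the other arrays. The negative control spots were far brighter than this background, with medians between 468 and 546 on the WT arrays and between 474 and 589 on the exFTL arrays. The scanner software marked 43.1 to 53.2% of the probes as well above background on the WT arrays and 67.1 to 76.1% on the exFTL arrays. For the values given here, the background was subtracted with the normexp method of limma at an offset of 50, and the log2 values of all spots were quantile normalized over the 8 arrays. Quantile normalization gives all arrays the same distribution, so it takes out most of the difference between the strains in the typical probe. In the corrected values before normalization, the median over the probes of exFTL minus WT was 0.83 on the log2 scale without formate and 0.62 with formate.

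**Figure D1:**
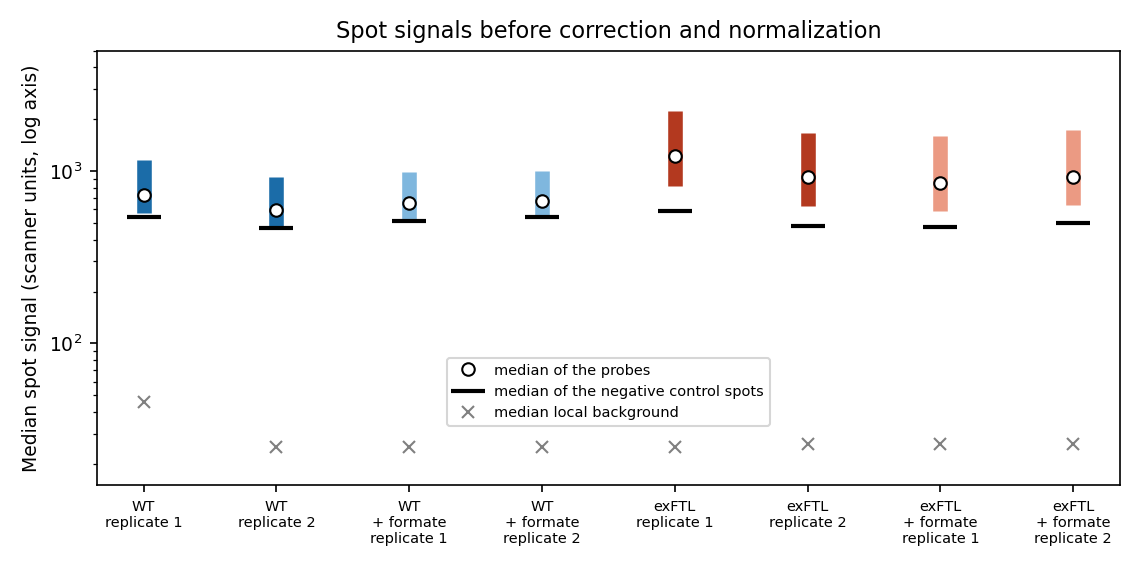
Median spot signal in scanner units on a log axis for each of the 8 arrays, before background correction and normalization. Bars span the middle 50% of the probes (25th to 75th percentile), circles mark the median probe, black lines the median negative control spot and crosses the median local background; the median probe lies between 597 and 725 on the WT arrays and between 851 and 1225.5 on the exFTL arrays.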

The microarray hybridization was performed with two biological replicates for each treatment. 

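In the deposited scanner files, 61015 spots per array were probe spots, and each of the 61015 probe names occurred on 1 spot only. Spots that the scanner software marked as non-uniform on any array were left out, which removed 13 probes and left 61002. The names of 60853 of these share the design's prefix SYN-CR-76 and give a running number. The other names point to repeat regions, with 49 probes named R_CRISPR1, 55 named R_CRISPR2, 38 named R_CRISPR3, 4 named R_LEADER1 and 3 named R_LEADER2. The files do not pair the probes with genes, so no mean over the probes of a gene was formed and every probe was tested by itself. A count of probes is therefore not a count of transcripts, since several probes can belong to the same transcript.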

The used array design contained three technical replicates for each single probe and almost all features were covered by several independent probes. Mean values for all probes of a given feature were used for the final calculation of relative transcript ratios normalized to untreated WT. For statistical evaluation, i.e., the *p*-value calculation, the Benjamini–Hochberg procedure was used. Further details of data processing and statistical evaluation using the R software were described previously (Georg et al., 2009). The full array data have been deposited in the GEO database under the accession number GSE143785.

### ^14^C-Formate Uptake

^14^C-Labeled sodium formate was purchased from Merck (Darmstadt, Germany). Pre-cultures had been cultivated under constant illumination and aerated with ambient air and diluted to OD_750__nm_ = 1 prior to the experiment. Given amounts of sodium formate containing 5% w/w ^14^C-labeled sodium formate were added and 1 ml cell suspension were filtered via nitrocellulose membranes (45 μm) and immediately washed with 20 ml BG11 medium at given time points. The membranes were transferred into 5 ml scintillation cocktail (Ultima Gold, PerkinElmer) and analyzed in a scintillation counter (Tri-Carb 2810TS, PerkinElmer). Concentration had been calculated from an individually calibration curve for each experiment. All assays were repeated three times with independent cell cultivation.

### ^13^C-Labeling Pattern Analysis

For stationary isotope tracing of proteinogenic amino acids, cells were pre-cultivated with CO_2_-enriched air (5% CO_2_) in BG11 medium. Cells of the WT or strain exFTL were shifted to ambient air starting with OD_750__nm_ = 0.2 under continuous light and were cultivated for 5 d in the presence of either ^13^C-labeled or unlabeled sodium formate. 2 ml of cells (OD_750__nm_ = 1) were harvested by centrifugation for 5 min at 11 000 × *g*. The pellet was hydrolyzed by incubation with 1 ml of 6N hydrochloric acid for 24 h at 95°C. The acid was evaporated by heating to 95°C. Hydrolyzed amino acids were separated and analyzed as described by Yishai et al. (2017). Hydrolyzed amino acids were separated through ultraperformance liquid chromatography (Acquity, Waters, Milford, MA, United States) using a C_18_-reversed-phase column (Waters) according to previous description. Mass spectra were acquired using an Exactive^TM^ mass spectrometer (Thermo Fisher Scientific). Standards of authentic amino acids (Merck, Darmstadt, Germany) were analyzed under the same conditions in order to determine typical retention times. The program package Xcalibur (Thermo Fisher Scientific) was used for data analysis.

All assays were performed with three biological replicates for each treatment. Representative result shown in here.

## Results and Discussion

### Impact of Externally Supplied Formate on *Synechocystis* WT

Prior to establish formate assimilation, we tested the ability of *Synechocystis* to import external formate into the cell. To this end, uptake assays using ^14^C-labeled sodium formate were performed to verify formate uptake into *Synechocystis* (Figure 2A). The rapid initial formate accumulation in the cells was followed by saturation after 20^–^30 min. From the uptake measurements we calculated an initial formate uptake rate of 50 nmol formate h^–1^ ml^–1^ OD_750__nm_^–1^ at pH 8. The initial uptake rate increased to 65 nmol formate h^–1^ ml^–1^ OD_750__nm_^–1^, when the assay was performed at pH 7 instead of pH 8. Under more acidic conditions, formate (pKa of 3.74 for formic acid) is less charged what obviously promoted its initial uptake rate. Further analysis of the initial uptake rate of cells supplemented with different concentration of sodium formate revealed a concentration-dependent increase and did not end up in saturation (Figure 2B). Formate, whether dissociated or not, should traverse the outer membrane easily via porins and uptake is rather limited by the permeability of the plasma membrane. Assuming an active transport of the formate anion, a concentration of 200 mM exogenous sodium formate should exceed the affinity of a putative transporter (e.g., FocA in *E. coli* with a K_m_ 119 mM, Wiechert and Beitz, 2017) and end up in no further increase in its uptake rate. However, a linear decrease of the uptake rate correlating with the applied exogenous concentration was observed indicating that non-dissociated sodium formate is entering the cell rather via diffusion than trough specific transporters. Furthermore, a formate-nitrite transporter family, facilitating formate import and export in proteobacteria (Suppmann and Sawers, 1994), was not yet identified in cyanobacteria (Hahn and Schleiff, 2014).

**FIGURE 2:**
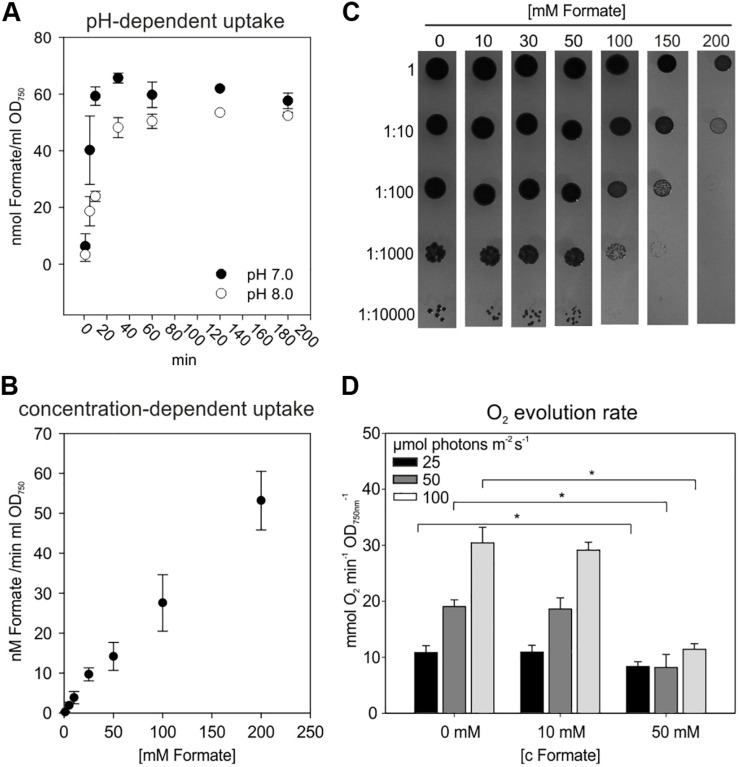
Uptake of sodium formate and its effect on Synechocystis cells. **(A)** Uptake assay using 10 mM sodium formate containing 5% w/w ^14^C-labeled sodium formate with WT cells grown in BG11 at pH 8 and 7, respectively. Given are means of three independent replicates ± SD **(B)** Initial uptake rate of cells incubated for 15 min with 1–200 mM ^14^C-labeled formate at pH 8. Given are means of three independent replicates ± SD **(C)** Tolerance of WT cells toward formate. Serial dilutions of cell suspension (OD_750nm_ = 1) were spotted on BG11 agar plates, pH 8, supplemented with different concentrations of sodium formate (1–200 mM). Pictures show representative results after 7 days under continuous illumination. **(D)** Photosynthetic O_2_ evolution rates in the presence of different concentrations of formate (0–50 mM) and light intensities (25–100 μmol photons m^–2^ s^–1^). Given are means of three independent replicates ± SD (*p < 0.05).

It has been shown that formate can be toxic for oxygenic phototrophs at higher concentrations by interfering with the bicarbonate-binding site at photosystem II (Stemler and Radmer, 1975; Semin et al., 1990; Shevela et al., 2007). Hence, the impact of endogenous formate on *Synechocystis* wild type (WT) was investigated. First, the formate tolerance of WT cells was studied on agar plates supplemented with formate concentrations ranging from 0 to 200 mM (Figure 2C). The growth of *Synechocystis* was unchanged up to 50 mM formate and became somewhat reduced if formate concentrations exceeded 100 mM. Nevertheless, cells survived formate concentrations of up to 200 mM. Second, the growth rates of WT cells were evaluated in liquid media to characterize the long-term impact of formate. No significantly different growth rate was observed in the presence of 10 and 20 mM formate compared to non-treated cells over a time of 7 days. Similar observations were made under different light intensities (50, 100, and 200 μmol photons m^–2^ s^–1^) and different inorganic carbon concentrations (0.04% or 5% CO_2_), respectively (Supplementary Table S2). Third, effects of formate on photosynthesis were studied using *Synechocystis* WT cells exposed to different formate concentrations and light intensities during measuring photosynthetic oxygen evolution. Oxygen evolution was unaffected at 10 mM formate under all tested light intensities (25, 50, or 100 μmol photons m^–2^ s^–1^), but severely inhibited at 50 mM formate at light intensities of 50 and 100 μmol photons m^–2^ s^–1^ (Figure 2D).

Collectively, these data indicated that formate is entering the cells probably via diffusion and low concentrations up to 20 mM of formate were well tolerated by *Synechocystis*, whilst higher concentrations (>50 mM) had a negative impact on photosynthesis and growth. As demonstrated for *E. coli*, the supplementation of 10 mM formate provided sufficient C1 units for serine synthesis via the formate assimilation pathway in a serine auxotrophic strain (Yishai et al., 2017; Kim et al., 2019). Therefore, 10 mM formate was used for subsequent experiments. Generally, the above described experiments verified that *Synechocystis* provides a suitable chassis to implement the formate assimilation pathway.

### Effects of Formate-Tetrahydrofolate Ligase (FTL) Expression on Synechocystis

The heterologous expression of *ftl* should be sufficient to complete a formate assimilation pathway, because all other necessary enzymes are annotated in the *Synechocystis* genome (gene bank accession NC_000911). The FTL from *Methylobacterium extorquens* AM1 was chosen for expression in *Synechocystis*, as the expression of this gene successfully supported formate assimilation in *E. coli* via the desired pathway (Yishai et al., 2018; Kim et al., 2020).

The *ftl* gene was stably inserted into the *psbA2*-site on the *Synechocystis* chromosome, thus, its expression is controlled by the strong, light-induced promoter P_psbA__2_ (Lagarde et al., 2000). Genotype and expression of *ftl* in the resulting exFTL strain were confirmed via PCR, Coomassie-staining, and Western-blotting. Furthermore, FTL enzyme activity was detected in exFTL but not in the WT (Figure 3A). As expected, the expression of *ftl* driven by the *psbA2* promoter resulted in strong protein accumulation in exFTL (Supplementary Figure S1). Phenotyping of exFTL revealed a growth rate similar to WT without additional external formate, while the addition of 10 mM sodium formate led to a minor stimulating effect on exFTL (Figure 3B).

**FIGURE 3:**
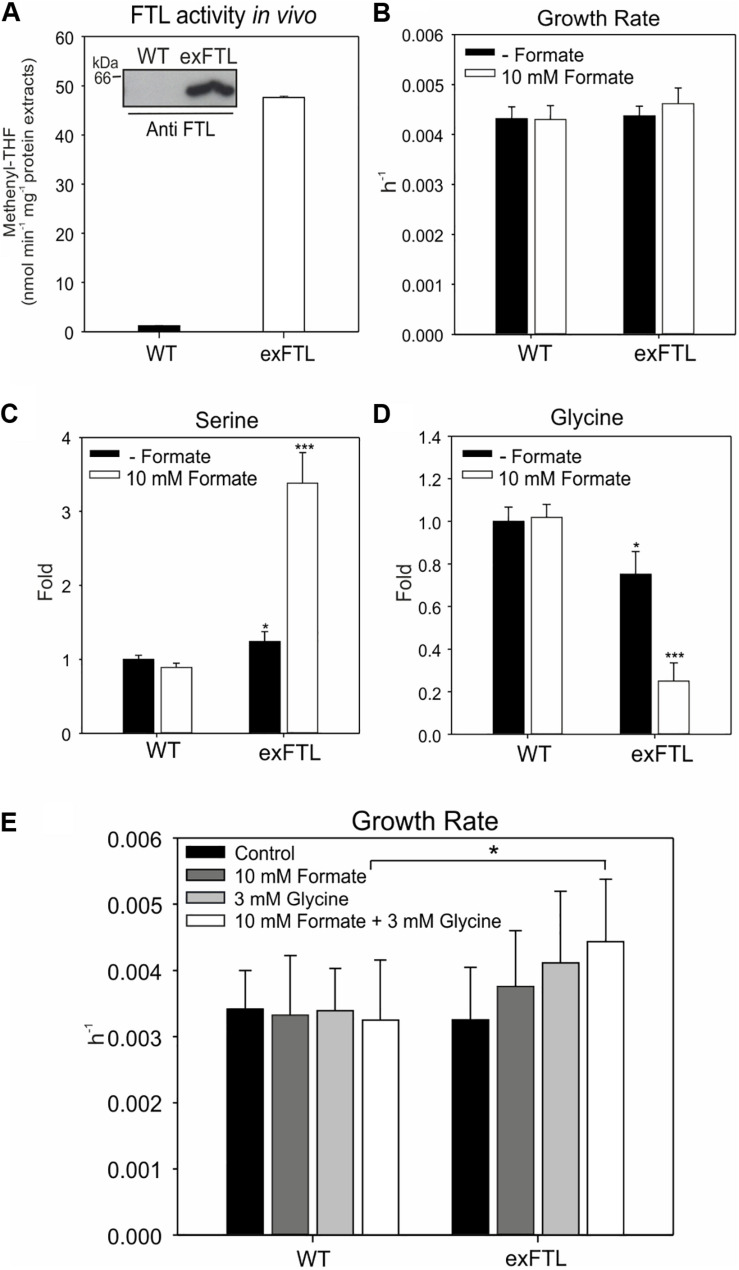
Effect of *ftl* expression and formate supplementation on growth as well as glycine and serine pools in cells of exFTL and *Synechocystis* wild type (WT). **(A)** FTL enzyme activity was compared between exFTL and wild type. Given are mean ± SD from three independent measurements. The inserted figure shows the confirmed expression of FTL in exFTL via immune-decoration with specific antibodies against FTL. **(B)** Growth rates of exFTL and WT incubated with 10 mM sodium formate (white columns) or no formate (black columns). Cells were cultivated at ambient air and 100 μmol photons m^–2^ s^–1^. Given are mean values of three independent cultures ± SD **(C)** Serine and **(D)** glycine levels (expressed as fold changes) in WT and exFTL grown with and without formate supplementation. Cells were cultivated at ambient air and 100 μmol photons m^–2^ s^–1^. Samples were collected 24 h after 10 mM formate addition and analyzed via LC-MS/MS. Given are mean values ± SD of three independent replicates. **(E)** Growth rates of exFTL and WT incubated with sodium formate or/and glycine. Cultures of WT and exFTL were grown and monitored in multi-cultivator at ambient air and 100 μmol photons m^–2^ s^–1^ in BG11 medium supplemented with or without 10 mM formate or (and) 3 mM glycine. 20 mM MgCl_2_ was also added to the medium to alleviate the toxicity of glycine when glycine was supplemented. Given are mean values ± SD of three independent replicates (For all figures: *p < 0.05 and ***p < 0.001 compared to the respective WT sample).

### Metabolic Consequences of *ftl* Expression in *Synechocystis*

Next, we compared the metabolome of WT and exFTL in the presence and absence of 10 mM formate. Significant differences, particularly in serine and glycine pools (Figures 3C,D) but also in many other metabolites (Figure 4A) were observed upon formate addition. The addition of formate resulted in approximately 3-fold higher serine levels in exFTL compared to WT, while in the absence of formate only a slight difference was found (Figure 3C). In contrast, glycine decreased approximately 3-fold in exFTL upon formate supplementation, whereas only small differences appeared without formate addition (Figure 3D). The decreased glycine content implied that the amount of glycine, as a precursor of serine in the SHMT reaction, might be the limiting factor for higher formate incorporation into serine. Therefore, growth experiments were performed, in which the medium was supplemented with 3 mM glycine together with 10 mM sodium formate. In addition, 20 mM MgCl_2_ were added to alleviate the toxicity of glycine to *Synechocystis* (Eisenhut et al., 2007). Consistent with our assumption, exFTL showed significantly higher growth rate than WT in the presence of both formate and glycine, whereas only minor, non-significant difference appeared when only glycine or formate was added (Figure 3E).

**FIGURE 4:**
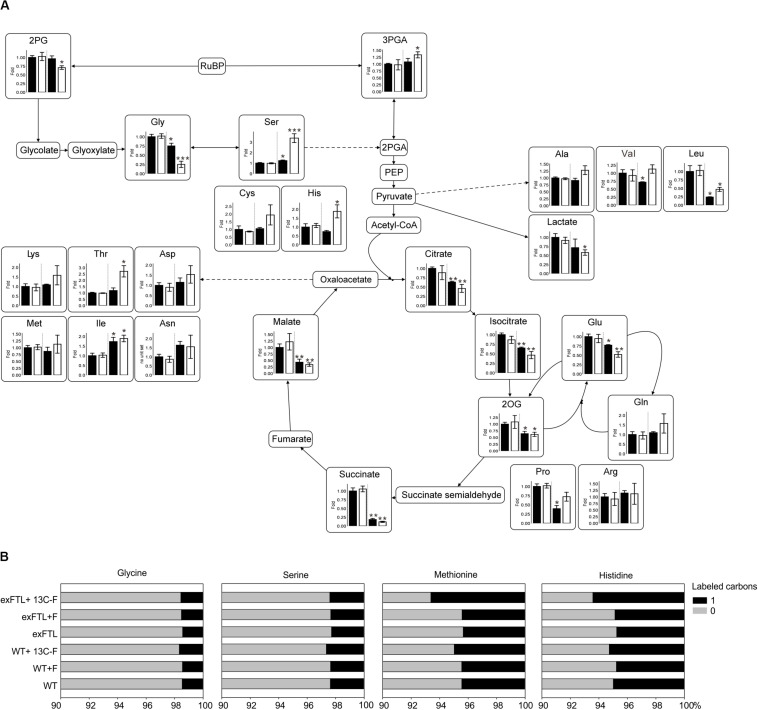
Relative changes of selected metabolites and ^13^C labeling pattern in exFTL compared to *Synechocystis* wild type (WT). **(A)** Cells of WT or exFTL were collected 24 h after addition of 10 mM sodium formate (white columns) or without (black columns) incubated at ambient air and 100 μmol photons m^–2^ s^–1^. Metabolite contents are mean values ± SD relative to the WT mean value from three independent biological replicates.(*p < 0.05; **p < 0.01; and ***p < 0.001 compared to the respective WT sample) 2PG, 2-phosphoglycolate; 3-PGA, 3-phosphoglycerate; Gly, glycine; Ser, serine; Cys, cysteine; His, histidine; Ala, alanine; Val, valine; Leu, leucine; Lys, lysine; Thr, threonine; Asp, aspartate; Asn, asparagine; Met, methionine; Ile, isoleucine; Glu, glutamate; Gln, glutamine; Pro, proline; Arg, arginine; 2OG, 2-oxoglutarate. **(B)** *Synechocystis* WT and exFTL were pre-cultivated under high carbon condition and thereafter transferred to ambient air condition incubated with either unlabeled formate, ^13^C-labeled formate or without formate under ambient air and 100 μmol photons m^–2^ s^–1^ for 5 days. Given are results from one typical experiment.

However, the changes in serine and glycine pools were part of more general metabolic alterations in exFTL, whereas the metabolome of WT was almost unaffected by the addition of formate (Figure 4A and Supplementary Figure S2). For example, the level of the RubisCO carboxylation product 3PGA increased, while the steady state amount of the RubisCO oxygenation product 2PG decreased in exFTL. Furthermore, the expression of *ftl* in *Synechocystis* caused significant decreased contents of 2-oxoglutarate (2OG) and other intermediates of the tricarboxylic acid (TCA) cycle already in the absence of formate. Similar observations were made for the amino acids leucine, proline, histidine, valine and phenylalanine. Some of these changes were intensified by addition of 10 mM sodium formate (Figure 4A and Supplementary Figure S2). In case of valine, the addition of formate rescued the initial decrease to a WT-like level and histidine even exceeded the WT level by 2-fold. For lysine, threonine and asparagine, all originating from oxaloacetate, the contents increased upon formate addition in comparison to non-treated exFTL and WT, respectively.

The two amino acids most directly linked to the C1-pool via their THF-derivatives mediated biosynthesis – methionine and histidine – showed distinct regulations upon formate addition. Whereas the histidine level in exFTL clearly increased upon formate addition, methionine seemed to be unaffected under all growth conditions (Figure 4A and Supplementary Figure S2). Interestingly, the ratio between glutamine and glutamate changed in exFTL upon formate addition (Figure 4A). These changes are usually related to C_i_-limiting conditions and in line with changed 2PG amounts (Eisenhut et al., 2008). Whereas the alterations of other metabolites like citrate, succinate as well as serine and glycine are consistent with a C_i_-limited phenotype, 2PG, 3PGA and 2OG reacted completely oppositional to this hypothesis. Furthermore, not all of these metabolites were affected solely by expression of *ftl* independent of formate addition.

Among all detected metabolites, the alpha aminobutyric acid (AABA) showed the highest relative change. Its levels increased up to 8-fold in exFTL upon formate supplementation (Supplementary Figure S2). This metabolite might originate from serine breakdown to cysteine via oxobutanoate (Supplementary Figure S3), which could also explain the formate-induced increase in cysteine.

To verify whether externally supplied formate was incorporated into cellular biomass, the ^13^C-labeling pattern of proteinogenic amino acids was evaluated in cells grown in the presence of ^13^C-labeled sodium formate for 5 days. The ^13^C-incorporation into the amino acids methionine, histidine, glycine, and serine was analyzed to elucidate whether the C1-building blocks for their biosynthesis derived from ^13^C-formate in exFTL. As expected, glycine was unlabeled (Figure 4B), what proofs that formate oxidation did not occur in *Synechocystis* as it would cause labeling of all amino acids. However, serine also appeared completely unlabeled in exFTL despite its massive accumulation in the presence of formate. Only methionine and histidine were slightly more ^13^C-labeled in exFTL compared to incubation with non-labeled formate (Figure 4B). These results indicated that a rather small amount of formate–derived C1-units was used for methionine and histidine synthesis but not for serine production. Unlike previous studies with designed *E. coli* strains, supplied formate was not the source for the enhanced serine pool in *Synechocystis* (Yishai et al., 2017, 2018; Bang and Lee, 2018; Döring et al., 2018; Kim et al., 2019).

### Analysis of Transcriptome Changes in exFTL

The ^13^C-labeling results revealed that the enhanced serine accumulation in exFTL did not result from significant FTL-mediated formate incorporation. Therefore, the changed serine/glycine ratio likely originated from some regulatory impact of *ftl* expression in *Synechocystis*. 

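RNA from 4 groups of *Synechocystis* cultures was compared, namely WT and exFTL without formate and both strains after 3 days with 10 mM sodium formate. exFTL is the strain that expresses the formate-tetrahydrofolate ligase gene of *Methylobacterium extorquens*. Each group had 2 biological replicates, and each replicate was hybridized to its own array, in 1 colour and without conversion of the RNA into cDNA. The paper gives 10 ml of culture as the harvested volume, whereas the sample descriptions give 15 ml. All 8 arrays lay on 1 slide and were scanned together, with the WT arrays in row 1 and the exFTL arrays in row 2. Strain and row of the slide can therefore not be told apart. Within each row, the arrays without formate occupied columns 1 and 2 and those with formate columns 3 and 4. After correction and normalization of the median intensities, a linear model with the 4 groups was fitted to the log2 values of all 8 arrays, which leaves 4 residual degrees of freedom, to which the moderated variance of limma adds 3.95. A probe was called changed at a Benjamini-Hochberg adjusted p below 0.05 and at least a 2-fold difference. With 2 arrays per group, the number of arrays limits the precision of each change. No probe spot was saturated. Data were simulated with 200 probes among 61002 changed by 1.5, 2 or 3 on the log2 scale. Their variances were drawn from the prior that limma fitted to the arrays, regardless of which probes were changed. In these data 90.5% of the changed probes were recovered for the strain comparison without formate. For formate the share was 90.5% in WT and 90% in exFTL.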

To verify this assumption, transcriptomic analyses were preformed using a DNA microarray with RNA isolated from cells of the WT and exFTL, cultured with and without formate. Significant differences in the gene expression between WT and exFTL were detected in the absence of formate, whereas the addition of formate changed the expression pattern in exFTL further (Supplementary Figure S4). In contrast, formate addition had only a minor impact on gene expression in WT cells, which is consistent with the small changes regarding growth and metabolome reported before. 

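Without formate, 4216 probes were higher and 3023 lower in exFTL than in WT, which together are 11.9% of the probes tested. Regardless of the size of the change, 24114 probes had an adjusted p below 0.05. The difference between exFTL and WT had an SD of 0.73 over the probes on the log2 scale, against 0.29 between the WT replicates and 0.39 between the exFTL replicates, where the former compares means of 2 arrays and the latter single arrays. Of the called probes, 661 rose and 481 fell at least 4-fold. Among the probes that rose most, R_CRISPR1-15 was not well above background on either WT array. Its level in exFTL was at least 24.8-fold higher, where the bound sets the mean of the exFTL arrays against the dimmest signal marked as well above background on each WT array (adjusted p = 6.01e-06, limma). R_CRISPR3-33 fell by 4.73 on the log2 scale (standard error 0.21, adjusted p = 1.61e-05, limma) and R_CRISPR3-27 fell by 4.63 (standard error 0.21, adjusted p = 1.88e-05, limma). The share of higher probes depended on the scaling. Of the called probes, 58.2% were higher after quantile normalization. With each array scaled to its 75th percentile, 3055 were higher and 6993 lower (30.4% higher), and the median of all probes shifted by -0.27. The alternative that moved these counts most, chosen after the data were seen, omits normalization between arrays and gave 24470 higher and 503 lower probes. In a principal component analysis of the arrays, the first component held 68.5% of the variance and separated the strains, with values of 79.8 to 91.3 for the WT arrays and of -109 to -72.5 for the exFTL arrays. The second component held 13.8%. On it the exFTL arrays without formate lay at 31.8 and 59.0 and those with formate at -62.4 and -40.5, whereas the WT arrays with and without formate overlapped.

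Formate changed 1000 probes in exFTL, of which 739 were higher and 261 lower. The changes had an SD of 0.41 over the probes on the log2 scale, against 0.39 and 0.21 between the replicates of exFTL without and with formate. The former compares means of 2 arrays and the latter single arrays, so their sizes cannot be compared directly. The number of calls rested on the pair of arrays with formate. Without either exFTL + formate array, 0 probes were called in either direction, and without exFTL replicate 1, 332 were called higher and 120 lower. At an unadjusted p below 0.05 and at least a 2-fold change, limma gave 1010 higher and 616 lower probes. With the processed signal of the scanner software scaled to its 75th percentile, 793 were higher and 1028 lower. Without normalization between arrays, 680 were higher and 945 lower.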

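In WT, formate left 0 probes called higher and 3 called lower. At an unadjusted p below 0.05 and at least a 2-fold change, limma gave 4 higher and 61 lower probes. The group means differed at least 2-fold for 22 probes that were higher and 77 that were lower with formate. The difference between the means of WT with and without formate had an SD of 0.24 over the probes on the log2 scale. The SD between the WT + formate replicates, which compares single arrays and not means of 2, was 0.42. Between these arrays 1669 probes differed at least 2-fold. The probe SYN-CR-76-53562 fell by 2.69 with formate (standard error 0.19, adjusted p = 0.0172, limma) and SYN-CR-76-28561 fell by 2.25 (standard error 0.15, adjusted p = 0.0172, limma). Both kept their direction in all alternatives, but not their calls. Neither was called with only the arrays of the compared groups in the fit (adjusted p = 0.182 for both, limma) or with the processed signal scaled to its 75th percentile (adjusted p = 0.0628 and 0.144, limma). SYN-CR-76-53562 was also not called without background correction (adjusted p = 0.0552, limma), nor SYN-CR-76-28561 under 75th percentile scaling (adjusted p = 0.0531, limma). Each lost its call when any of 5 of the 8 arrays was left out. The remaining called probe was not well above background on either WT + formate array and was at least 1.60-fold lower there (adjusted p = 0.0332, limma). Whether formate acted differently in the strains was tested directly as the interaction of strain and formate. This test called 0 probes, with a lowest adjusted p of 0.0735 (limma), while 1398 probes had an unadjusted p below 0.05 and at least a 2-fold difference between the formate changes. The interaction call count was 474 when exFTL replicate 2 was left out. In the simulated data, the interaction test recovered 61.2% of the probes changed by 1.5 on the log2 scale. It recovered 82.1% of those changed by 2 and 97.0% of those changed by 3, so that smaller differences between the strains can be missed. The simulated variances did not depend on which probes were changed, so these shares may not hold for the real arrays. There, formate gave 186 higher and 44 lower calls of at least 4-fold in exFTL. In WT it gave 0 and 2, yet the interaction test called 0 probes. Larger differences may therefore be missed as well.

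**Figure D2:**
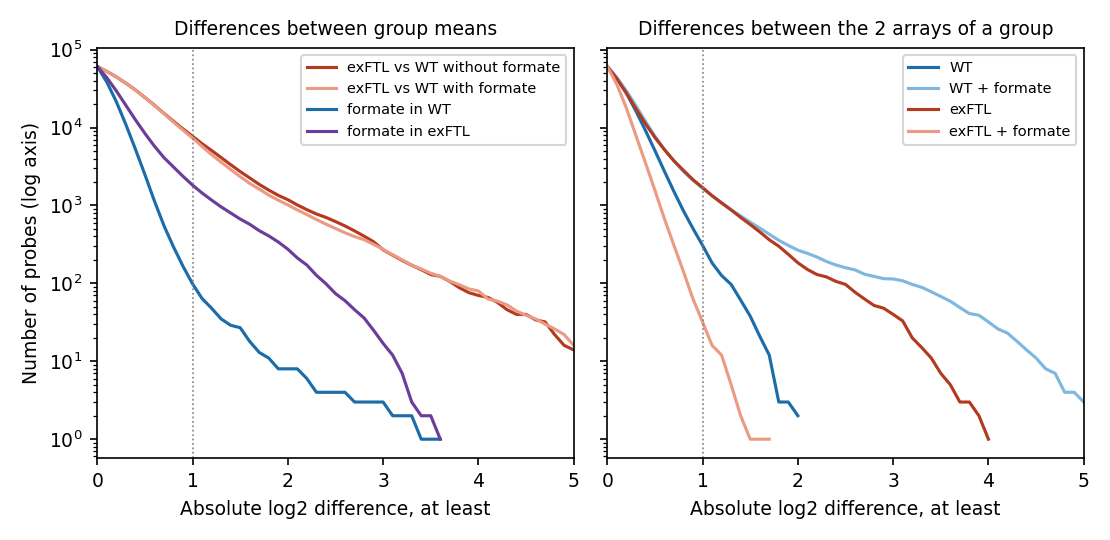
Number of probes (log axis) with an absolute log2 difference of at least the value on the horizontal axis, for the differences between group means (left) and for the differences between the 2 arrays of each group (right). The dotted line marks 1, a 2-fold difference; 99 probes lie beyond it for formate in WT and 1825 for formate in exFTL, against 308, 1669, 1697 and 32 between the replicates of WT, WT + formate, exFTL and exFTL + formate.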

Basically, only the *hliB-lilA* (*ssr2595-slr1544*) operon, which encode the small chlorophyll a-binding-like protein ScpD (also called HliB) and LilA that is a member of the extended light-harvesting-like protein family (Kufryk et al., 2008), exceeded the threshold of 2-fold induction. Furthermore, *cmpB* (*slr0041*) and *cmpC (slr0043*) encoding subunits of the ABC-type bicarbonate transporter BCT1 showed more than 2-fold lowered expression (the other genes for the BCT1 transporter were also down-regulated but below significance level, complete data set available under accession number GSE143785).

The global comparison of gene expression revealed that 272 transcripts became significantly (*p* < 0.05) more strongly expressed whereas 232 were more lowly expressed in exFTL compared to WT under both conditions (threshold for significance was 2-fold). 

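With formate, 4469 probes were higher and 2435 lower in exFTL than in WT. Together with the comparison without formate, 3032 probes were higher and 1370 lower in exFTL under both conditions. These comparisons share no array. If they were unrelated, 309 probes would be expected to be higher and 121 lower in both. Over all probes the strain differences with and without formate had a correlation of 0.825, where probes are not independent replicates. Opposite calls were rare, with 2 probes higher without and lower with formate and 17 the other way. However, 1182 probes called higher and 1636 called lower without formate were not called with it. Calls of at least 4-fold lower numbered 481 without and 147 with formate, against 661 and 819 higher. Under the scaling to the 75th percentile, 2049 probes were higher and 4329 lower under both conditions, and with formate alone 2878 were higher and 8236 lower, with a shift of -0.36 in the median of all probes. With the processed signal scaled to the 75th percentile, 7989 were higher and 9890 lower under both conditions, and 9847 and 15431 with formate alone, with a shift of -0.23. Without normalization between arrays, which was chosen after the data were seen, the corresponding counts were 15797 and 126 under both conditions and 17946 and 260 with formate. The direction of the imbalance between higher and lower probes thus changed with the scaling. With each array left out in turn, between 2494 and 3288 probes were higher and between 969 and 1654 lower under both conditions. The paper made this comparison to test its proposal that the changed serine/glycine ratio came from a regulatory effect of *ftl* expression. From the transcripts that differed under both conditions, it goes on to the functional categories of the genes concerned.

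**Figure D3:**
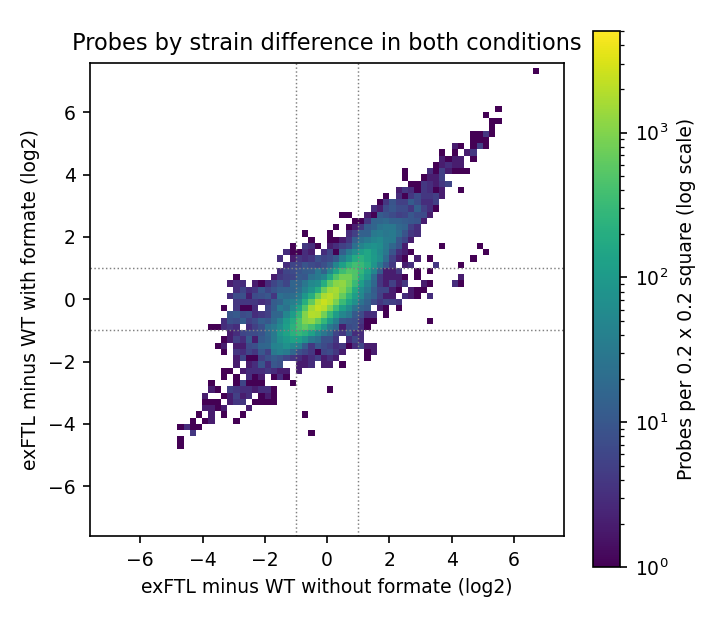
Difference between exFTL and WT without formate (horizontal axis, log2) and with formate (vertical axis, log2) for the 61002 probes, coloured by the number of probes per square of 0.2 by 0.2 on a log scale. Dotted lines mark 2-fold differences. The correlation over all probes is 0.825, but some probes lie off the diagonal, far below WT without formate and close to WT with formate.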

The upregulated genes belong to many different categories, comprising many genes for ribosomal proteins and enzymes of the C1, nitrogen and carbon metabolism (for examples see Tables 1, 2). Significant changes in expression were also found for genes involved in serine biosynthesis and related processes, for example photorespiration (Figure 5). To evaluate the FTL-mediated effect on transcript abundance, we initially focused on genes coding for enzymes closely related to FTL activity.

**TABLE 1:** Expression of genes encoding proteins involved in photosynthesis, photorespiration, as well as primary carbon, amino acid and purine metabolism in exFTL compared to wild type (WT).

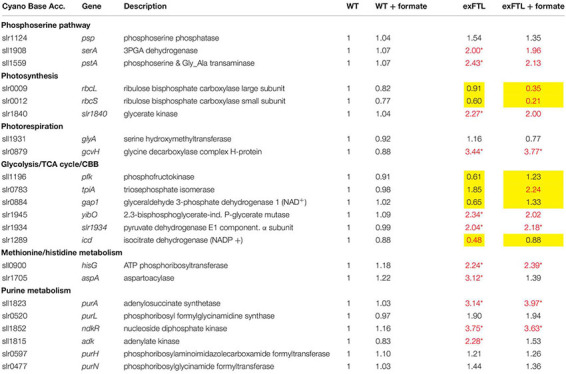

*Synechocystis* cultures of WT and exFTL were cultivated at ambient air supplemented with 10 mM sodium formate or without. Samples from WT and exFTL for RNA isolation were taken after 3 days. Results are given as relative transcript levels normalized to WT without formate addition. Changes that are exceeding the threshold are marked in red. Genes with significant (*p* < 0.05) formate-dependent changes in exFTL are highlighted in yellow (*p < 0.05 to the respective WT sample).

**TABLE 2:** Expression of genes related to folate synthesis and nitrogen metabolism in exFTL compared to wild type (WT).

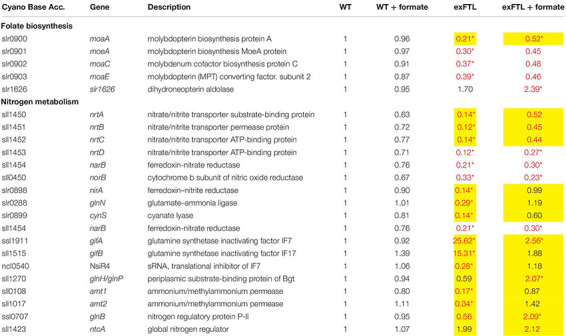

*Synechocystis* cultures of WT and exFTL were cultivated at ambient air supplemented with 10 mM sodium formate or without. Samples from WT and exFTL for RNA isolation were taken after 3 days. Results are given as relative transcript levels normalized to WT without formate addition. Changes that are exceeding the threshold are marked in red. Genes that show strong formate-dependent changes in exFTL are marked in yellow (*p < 0.05 to the respective WT sample).

**FIGURE 5:**
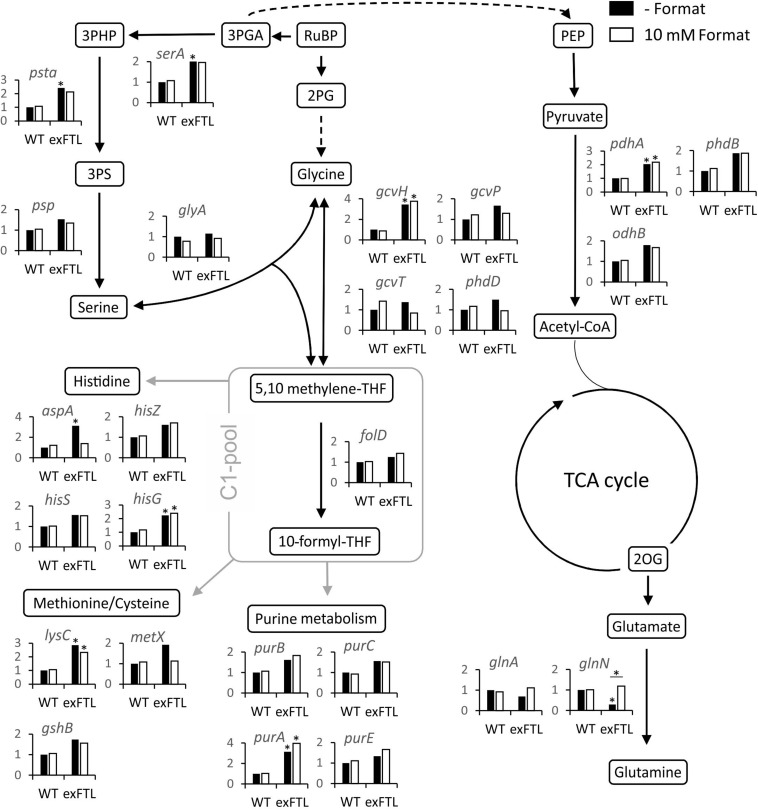
Expression of genes encoding proteins involved in primary carbon and nitrogen metabolism in exFTL compared to *Synechocystis* wild-type (WT). Results are given as relative transcript abundance normalized to untreated WT. The values provided in the figures are means of two biological replicates (*p < 0.05 compared to untreated WT sample) Gene nomenclature is according to KEGG data base.

Serine can be synthesized by the photorespiratory 2PG metabolism and by the phosphoserine pathway in *Synechocystis* (Klemke et al., 2015). In the latter pathway serine originates from 3PGA and is made by three enzymatic reactions: 3-phosphoglycerate dehydrogenase (SerA), phosphoserine transaminase (PSTA) and phosphoserine phosphatase (PSP). The genes *serA* and *pstA* were significantly upregulated in exFTL compared to WT, whereas *psp* only showed a slight, non-significant increase in transcript abundance. Upon formate addition expression of none of the three genes was further enhanced, but rather slightly repressed (Figure 5 and Table 1). The serine pool is connected to the glycine pool by the reversible action of SHMT (encoded by *glyA*) that converts serine into glycine and methylene-THF or *vice versa*. Glycine can also derive from the photorespiratory 2PG metabolism, where it is decarboxylated by glycine decarboxylase (GDC). Expression of all four genes for the GDC were coordinately enhanced in exFTL, but only the *gcvH* gene encoding the H protein subunit was significantly up-regulated (genes for P-, T- and L-protein subunits were around 1.5-times higher expressed). However, the addition of formate reduced the expression of genes for the GDC subunits L and P to a WT-like level, which makes it unlikely that the decreased amount of glycine in formate-supplemented exFTL was due to altered GDC expression. Only the expression of *glyA* encoding SHMT was slightly down-regulated upon formate addition. However, expression changes were not consistent with the observed serine accumulation and glycine consumption under formate-supplemented conditions in exFTL, since the strongest transcript changes were observed if this strain was grown under formate-free conditions (Table 1). The slight downregulation of *glyA* expression upon formate addition in exFTL could partially explain the serine accumulation, when we assume that SHMT activity is mostly used to synthetize C1-units by converting serine into glycine and 5,10-methylene THF and to minor extend converts 5,10-methylene-THF and glycine into serine (photorespiratory direction). Furthermore, it is known that SHMT activity is inhibited by 5-formyl-THF (Figure 6), which can be produced from 5,10-methenyl-THF by SHMT itself (Goyer et al., 2005; Collakova et al., 2008). Hence, the combined small downregulation of its expression and possible inhibition of SHMT activity are consistent with the observed serine accumulation upon formate addition in exFTL (Figure 6).

**FIGURE 6:**
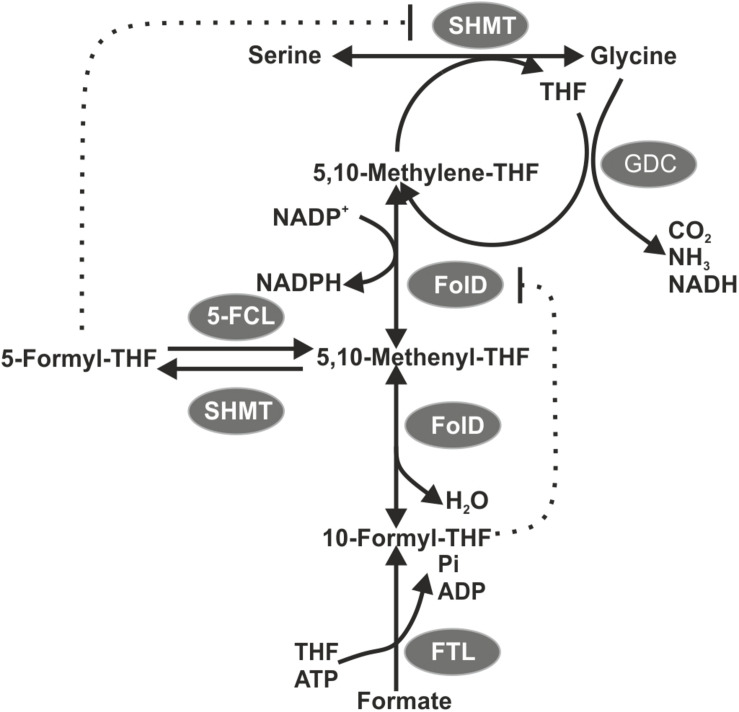
A Scheme displaying the probable interaction of photorespiration and one-carbon (C1) metabolism in *Synechocystis* expressing *ftl*. 5-FCL, 5-formyl-THF cycloligase. Possible inhibitions of serine-hydroxymethyl transferase (SHMT) activity by 5-formyl-THF as well as of 5, 10-methylene- THF dehydrogenase activity by 10-formyl-THF are indicated by dashed lines.

In addition, enzymes involved in purine, methionine and histidine biosynthesis were more highly expressed under formate-free conditions in exFTL than in WT (Table 1), which together with the changed expression of genes involved in folate biosynthesis (Table 2) indicates that the expression of *ftl* interfered with the C1-metabolism of *Synechocystis*. For example, slightly increased expression of the folate-dependent formyltransferases *purN* and *purH* were observed (Table 1). The formyltransferase transfers formyl group from 10-formyl-THF and releases THF during purine biosynthesis, therefore, their increased activity would reduce the 10-formyl-THF pool in exFTL, which could have an impact on other shunts of the C1 metabolism as well. Most probably, the heterologous FTL is changing the balance of the different C1-intermediates bound to THF (see Figure 6) in *Synechocystis*, which is somehow sensed by the cell leading to the observed changes in the transcriptome and metabolome. Furthermore, it has been reported that the dehydrogenase activity of FolD is inhibited by an enhanced 10-formyl-THF pool in *E. coli* FolD (Dev and Harvey, 1978). This FolD inhibition could affect the equilibrium between the C1 units 5,10-methylene-THF and 5,10-methenyl-THF. Furthermore, it was shown with human cell lines that the FolD homolog C-1-tetrahydrofolate synthase is responsible for maintaining the redox balance between NADP^+^ and NADPH (Fan et al., 2014). A similar effect was assumed for a *ftl*-supported Δ*folD E. coli* strain showing a glycine and purine auxotrophy (Sah et al., 2015). Hence, our results indicate that the bifunctional enzyme FolD in *Synechocystis* might be the limiting factor for the assimilation of formate into serine. Most likely, the FTL-related imbalance in the primary and C1 metabolism prevented efficient formate flux into the metabolites of *Synechocystis*.

In contrast to our expectations that FTL expression, especially upon formate addition, mostly influences genes for enzymes associated with C1 metabolism and purine biosynthesis, the strongest changes in transcript abundance were observed for genes connected to nitrogen uptake and assimilation (Table 2). Most pronounced differences were found for the glutamine synthase inactivating factors IF17 and IF7, with a 15-fold and 25-fold enhanced transcript level in exFTL compared to WT (Table 2). In addition, the gene encoding NsiR4, a regulatory sRNA inhibiting translation of IF7 (Klähn et al., 2015) was repressed in exFTL compared to WT, which is consistent with the enhanced mRNA level of IF7. Several other genes that are closely related to nitrogen metabolism in *Synechocystis* (Giner-Lamia et al., 2017) were significantly down regulated in exFTL. For example, this was overserved for the genes encoding the ABC-type nitrate/nitrite transporter (*nrtABCD*), the ammonium/methylammonium permease (*amt1/2*) or the glutamate ammonia ligase (*glnN*) (Table 2). All these genes are regulated by NtcA (*ntcA*: 2-fold enhanced in exFTL, Table 2), the global nitrogen regulator, which senses the 2OG level as a measure of the cellular nitrogen status (Giner-Lamia et al., 2017). 2OG is synthesized in the oxidative branch of the TCA cycle, which is mostly open among cyanobacteria due to the lack of 2OG dehydrogenase complex. Therefore, 2OG is the final product of oxidative degradation of organic carbon and is mainly used as carbon precursor for ammonia assimilation in the glutamine synthase-glutamate synthase (GS/GOGAT) cycle. Hence, 2OG directly links carbon and nitrogen metabolism making it the major signal molecule to sense the C/N ratio *in vivo* (Zhang et al., 2018). The activity of the transcriptional factor NtcA is strongly regulated by the PII protein (*glnB*; 0.6-fold expression in exFTL, Table 2), which in dependence on the amount of 2OG and ATP regulates NtcA activity via an adaptor protein PipX. For example, at high N/C ratios with a lowered 2OG level, PII efficiently binds to PipX and NtcA free of PipX is inactivated, while under low N/C ratios with high 2OG amounts, NtcA-2OG is activated due to strong PipX-binding (Forchhammer and Selim, 2020). According to this model, the decreased 2OG level in exFTL indicates a relative nitrogen-rich status in exFTL (Forchhammer and Lüddecke, 2016). However, formate addition did not change the 2OG level in exFTL but reversed the expression of low-nitrogen-induced genes, for example the genes involved in ammonium uptake and nitrogen assimilation increased to a WT-like level and the transcripts for GS-inactivating factors decreased in comparison to the non-treated exFTL (Figure 3 and Table 2). Hence, the contrary regulation of gene expression and 2OG content in the presence or absence of formate makes a direct impact of 2OG-signaling unlikely, analogous to the C_i_-limited phenotype indicated by the metabolite profile changes described above. In this regard it is interesting to note that *ftl* expression causes a formate-independent downregulation of genes involved molybdopterin synthesis which is slightly stimulated in exFTL upon formate addition (Table 2). Molybdopterin is an essential cofactor for the function of nitrate reductase, the first enzyme initiating the assimilation of the inorganic nitrogen (Berks et al., 1995; Lin and Stewart, 1998). Hence, the reversible regulation of genes for molybdopterin biosynthesis in exFTL with or without formate could impact the nitrate assimilation and explain the strong effects of *ftl* expression on the overall expression of N-related genes.

Compared to genes related to N-assimilation, genes related to carbon fixation (*rbcL, rbcS*) and of the TCA cycle and glycolysis were less affected by the expression of FTL than by the addition of formate (Table 1). The genes encoding RubisCO (*rbcL*, *rbcS*) were significantly lower expressed in exFTL compared to WT in the presence of formate. Some genes for enzymes of the primary carbon metabolism such as triosephosphate isomerase, phosphofructokinase and were stimulated in exFTL upon addition of formate (Table 1). All of them are involved in the breakdown of organic carbon. Therefore, their enhanced expression could be linked to a need for enhanced mobilization of organic carbon reserves due to the lowered RubisCO transcript abundance (e.g., Shinde et al., 2019). The only genes encoding enzymes involved in C metabolism that show an opposite regulation in exFTL upon formate addition were 2,3-diphosphoglycerate-independent phosphoglycerate mutase and the α-subunit of the pyruvate dehydrogenase E1 (Table 2). These findings indicate that formate is probably not used nor sensed as an additional carbon source by *Synechocystis*.

## Conclusion

We aimed to establish a formate assimilation pathway in the cyanobacterium *Synechocystis* to analyze its potential contribution to CO_2_ assimilation via the CBB cycle. Our experiments confirmed that this cyanobacterium represents a suitable chassis for such an attempt, given that external sodium formate is taken up and low amounts of formate are well tolerated without significant effects on growth, photosynthesis, metabolome and transcriptome of WT cells. However, the expression of *ftl* caused defects in sensing the carbon and nitrogen status of the cells. Our results indicate that there is the possibility of an additional, not yet described signal molecule involved in this sensing mechanism. Despite the observed changes in transcript abundances, the exFTL strain grew similarly well as WT under our standard conditions as well as in the presence of formate. These findings show that *Synechocystis*’ physiology can compensate rather large metabolic changes due to transcriptional remodeling without significant effects on growth.

Many other cyanobacteria have been successfully engineered to produce a great variety of biofuels and chemical feedstock, but the observed production titers were usually low (reviewed in Hagemann and Hess, 2018). These limitations could be due to unintended side effects as illustrated here, genetic instability or other yet unknown reasons (Jones, 2014). To minimize these phenomena, comprehensive genetic and metabolic changes of cyanobacteria are necessary as recently shown in the case study on butanol production with *Synechocystis* (Liu et al., 2019). Our study provides an advance toward the possible impacts of metabolic engineering on cyanobacteria.

## Author Contributions

MH conceptualized the project. SS performed the physiological and biochemical experiments. E-MB performed ^14^C-formate uptake experiments and RNA isolation. SL performed analysis of ^13^C-labeled proteinogenic amino acids and data evaluation. ST performed LC/MS-MS measurements. VR and WH performed the microarray analysis and data evaluation. SS, MH, and E-MB made the final data evaluation and wrote the manuscript with contributions from all other authors. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Expression of Formate-Tetrahydrofolate Ligase Did Not Improve Growth but Interferes With Nitrogen and Carbon Metabolism of Synechocystis sp. PCC 6803
**Source:** Front Microbiol. 2020 Jul 14;11:1650. doi: 10.3389/fmicb.2020.01650
**Supplement:** Supplementary file 1

**Supplementary Tables:**

**Table S1. Strains and primers used in this work**

| **Strain or primer** | **Genotype or sequence (5’ to 3’)** | **Source or reference** |
| --- | --- | --- |
|  |  |  |
| Wild type | *Synechocystis* sp*.* PCC 6803 | Pasteur culture collection |
| exFTL | PCC 6803 *e*x*ftl* | This work |
| **Primers** |  |  |
| sll1359-fw | AACATATGAAAATAGGAAGAATTACGG | This work |
| sll1359-rev | GGATCCTCAATTCTGGCGTGATCCGG |  |
| ftl-fw | AGATCTATGCATCATCACCATCAC |  |
| ftl-rev | CAATTGTTAGAACAGACCGTCGAT |  |

**Table S2. Growth rates of *Synechocystis* cells under different growth conditions in the presence and absence of formate, respectively.** The growth rates (d^-1^) presented are means ± SE of three independent experiments.

| Growth rate (d^-1^) |  | Light intensity (μmol photons m^-2^ s^-1^) | | |
| --- | --- | --- | --- | --- |
|  | Formate concentration | 50 | 100 | 200 |
| High carbon  (5% CO_2_) | 0 mM | 0.146±0.036 | 0.207±0.043 | 0.244±0.033 |
|  | 10 mM | 0.147±0.018 | 0.183±0.015 | 0.242±0.059 |
|  | 20 mM | 0.147±0.015 | 0.194±0.019 | 0.234±0.048 |
| Low carbon  (air, 0.04% CO_2_) | 0 mM | 0.073±0.018 | 0.122±0.027 | 0.138±0.012 |
|  | 10 mM | 0.084±0.029 | 0.115±0.021 | 0.136±0.006 |
|  | 20 mM | 0.084±0.018 | 0.114±0.025 | 0.14±0.012 |

**Supplementary Figures**

**
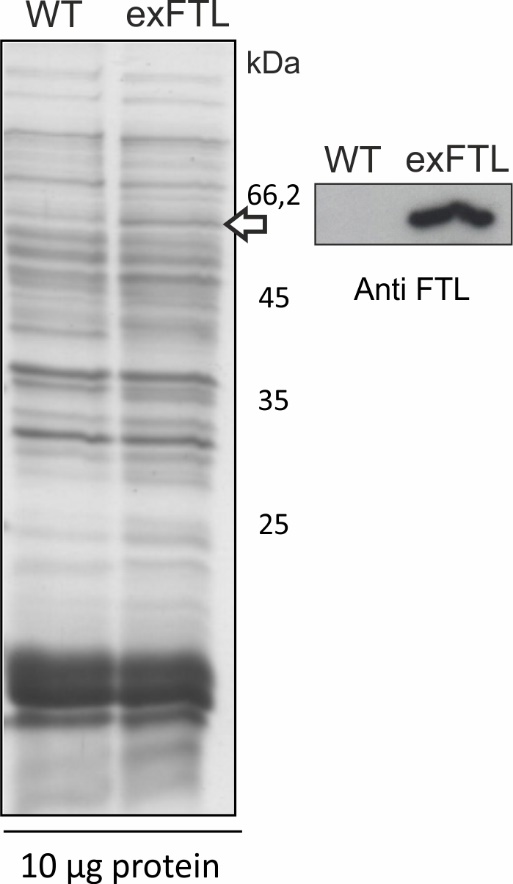
**

**Figure S1: Expression of FTL in *Synechocystis* sp. PCC 6803.**

Expression was confirmed by the appearance of an addition Coomassie stainable band (left, marked with arrow) in total lysate and immune blotting with specific antibodies against FTL (right, see also Fig. 3) in exFTL strain compare to wild type (WT). Size of protein ladder (middle) applicable for SDS-PAGE and Western Blot.

| **Relative folds** | **WT+F / WT** | **exFTL+F / exFTL** | **exFTL / WT** | **exFTL+F / WT+F** |
| --- | --- | --- | --- | --- |
| Asn | 0.96±0.05 | 0.95±0.11 | 1.67±0.38 | 1.63±0.19 |
| Asp | 0.84±0.12 | 1.33±0.22 | 1.15±0.19 | 1.88±0.7 |
| Ser | 0.89±0.05 | 2.74±0.53** | 1.25±0.21* | 3.81±0.65*** |
| Ala | 0.96±0.09 | 1.41±0.14 | 0.91±0.06 | 1.34±0.23 |
| Gly | 1.02±0.22 | 0.34±0.09** | 0.73±0.02* | 0.26±0.13*** |
| Gln | 0.8±0.09 | 1.55±0.29 | 1.11±0.17 | 2.12±0.31 |
| Thr | 0.94±0.02 | 2.35±0.58* | 1.18±0.27 | 2.89±0.61* |
| Met | 1.04±0.06 | 1.3±0.14 | 0.87±0.23 | 1.09±0.36 |
| Cys | 0.97±0.36 | 1.85±0.6 | 1.09±0.29 | 2.24±1.12 |
| Glu | 0.98±0.19 | 0.68±0.14* | 0.78±0.12* | 0.55±0.14** |
| Pro | 1.15±0.08 | 1.84±0.24* | 0.4±0.11* | 0.64±0.16 |
| Lys | 0.81±0.08 | 1.45±0.44 | 1.1±0.14 | 1.95±0.55 |
| His | 1.3±0.25 | 2.54±0.66* | 0.76±0.19 | 1.47±0.32* |
| Arg | 0.8±0.17 | 1±0.44 | 1.16±0.22 | 1.37±0.24 |
| Val | 0.79±0.19 | 1.58±0.21* | 0.72±0.06* | 1.46±0.04 |
| Ile | 1.09±0.38 | 1.1±0.14 | 1.74±0.13* | 1.83±0.29* |
| Leu | 1.05±0.24 | 1.96±0.33 | 0.24±0.04* | 0.45±0.01* |
| Phe | 1.3±0.26 | 1.67±0.24 | 0.54±0.06* | 0.63±0.06* |
| AABA | 0.79±0.1 | 9.12±2.38** | 0.89±0.03 | 10.22±1.72** |
| 2-PG | 1.04±0.17 | 0.83±0.07* | 1.03±0.22 | 0.83±0.09* |
| 3-PGA | 0.97±0.19 | 1.32±0.21* | 1.08±0.12 | 1.48±0.3* |
| 2-OG | 1.08±0.21 | 0.98±0.29 | 0.64±0.04* | 0.59±0.14* |
| Malate | 1.21±0.2 | 0.8±0.12 | 0.43±0.07** | 0.28±0.03** |
| Isocitrate | 0.86±0.1 | 0.71±0.11 | 0.65±0.01** | 0.54±0.08** |
| Lactate | 0.93±0.19 | 0.85±0.16 | 0.71±0.21 | 0.64±0.14* |
| Citrate | 0.86±0.09 | 0.73±0.14 | 0.63±0.01** | 0.53±0.07** |
| Succinate | 1.07±0.18 | 0.64±0.08* | 0.18±0.01** | 0.11±0.02** |

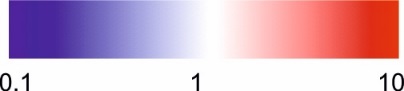

**Figure S2. Heat map showing the relative fold changes of metabolites in exFTL strain compared to wild type (WT).** Samples were collected after cultivation with or without 10 mM formate for 24 h. Cells were cultivated at ambient air and 100 μmol photons m^-2^ s^-1^. Given are mean values and SE of at least three independent replicates. *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001. The color-scale was normalized by Log2 transformation of the relative folds. (+F: 10 mM formate added)

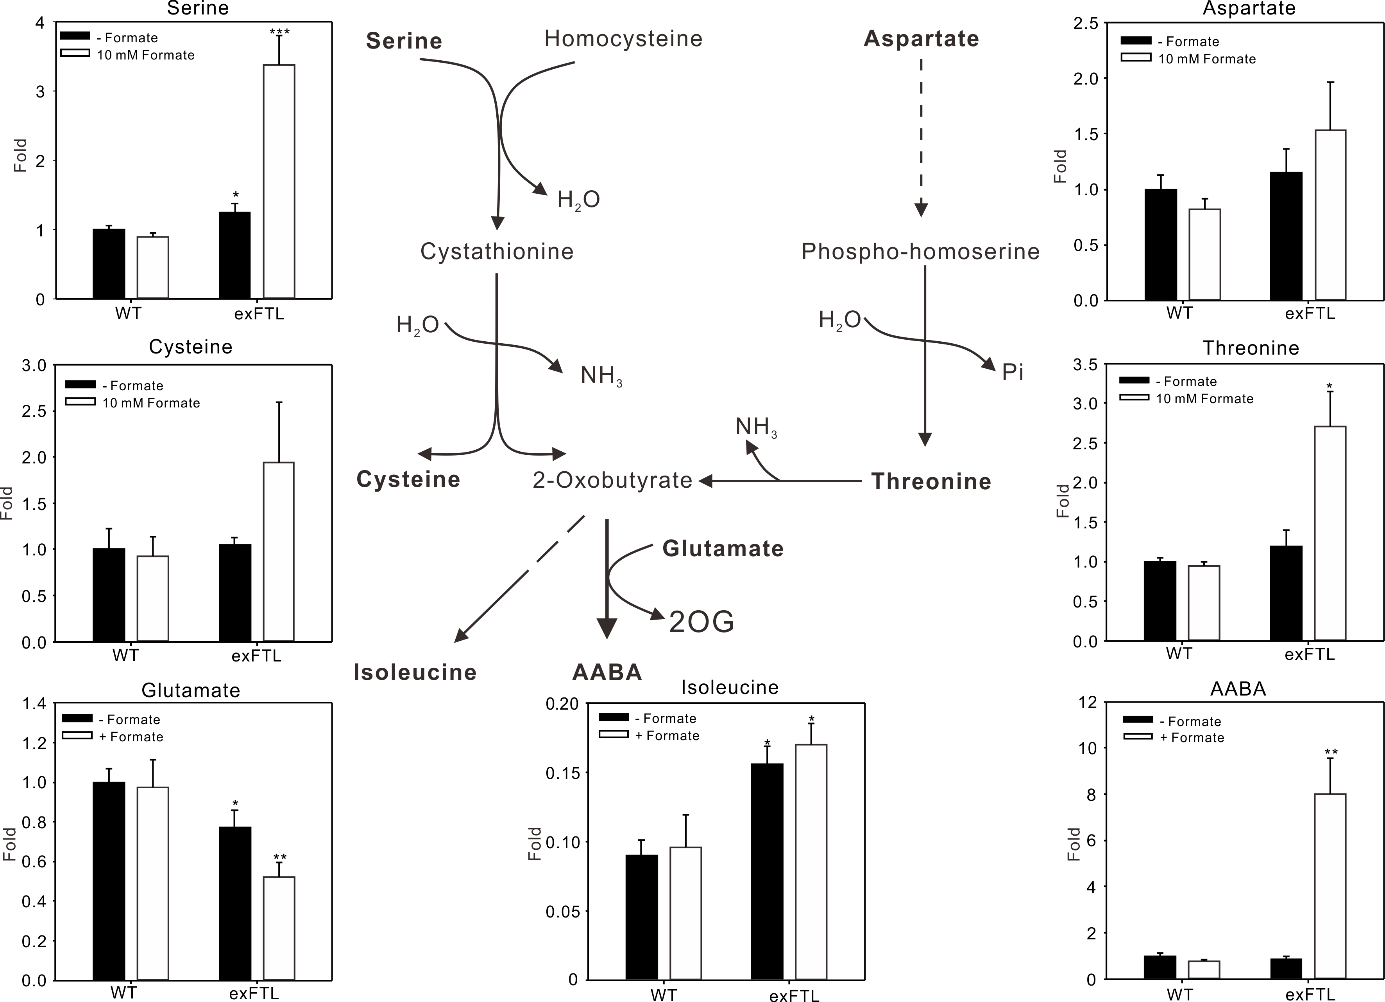

**Figure S3: Changes of metabolites related to alpha aminobutyric acid** **(AABA) metabolism.**

The relative fold changes of metabolites related to AABA metabolism in cells of FTL-expressing strain (exFTL) compared to wild type (WT). Samples were collected after cultivation with or without 10 mM formate for 24 h. Cells were cultivated at ambient air and 100 μmol photons m^-2^ s^-1^. Given are mean values and SE of at least three independent replicates. *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001.

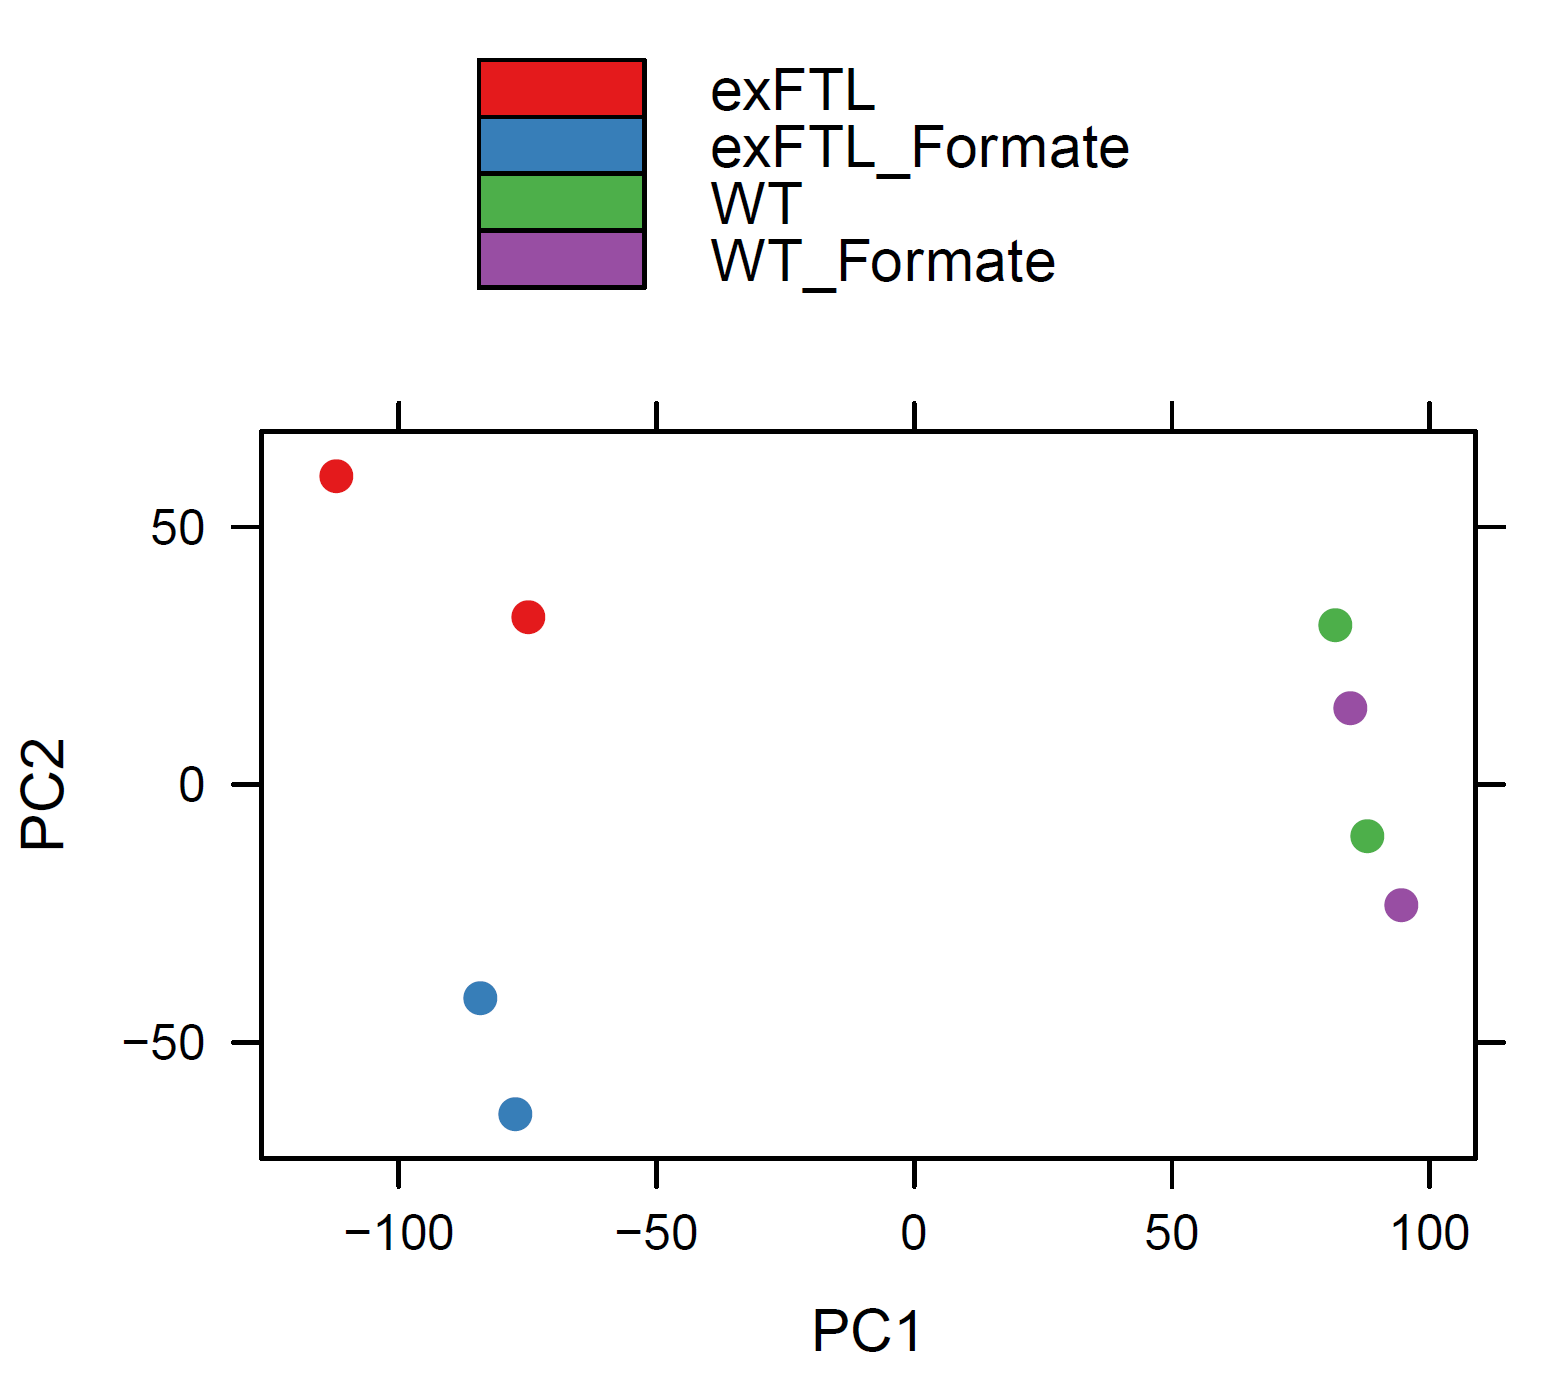

**Figure S4: PCA plot comparing the transcriptomes of WT and exFTL in the presence or absence of formate (10 mM).**

How the deposited data were processed for this re-analysis (not part of the article)

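RNA from *Synechocystis* WT and exFTL cultures, each without and after 3 days with 10 mM sodium formate, was hybridized in 1 colour to 8 arrays, with 2 biological replicates in each of the 4 groups. Conditions and replicate numbers were taken from the sample descriptions and the paper's methods. The scanner files deposited by the authors hold the intensity of every spot and of its local background on a linear scale, without normalization, as written by Agilent Feature Extraction 10.7.3.1. The authors also deposited a table of log2 values, 1 per spot and array, which they had background corrected and quantile normalized with limma from the median signals. This table differed from the values computed here by a median of 0.057 on the log2 scale and was used as an alternative.

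Each file was read by spot, and values were computed in R 4.3.3 with limma 3.58.1. The median spot intensity was corrected for the local background with normexp at an offset of 50, transformed to log2 and quantile normalized over all 62334 spots. Control spots and the 13 probes with a non-uniform spot on any array were then left out. The methods describe a mean over the probes of a feature, and this was the unit planned before the data were examined. The files do not pair probes with genes, and every probe name occurs on 1 spot, so the probe replaced the feature in every test. The planned tests over ribosomal protein genes and carbon metabolism genes, and the restriction to protein-coding genes, need gene names and were not run. The median of the probes of a feature and the separate testing of its probes have no meaning with 1 probe per unit. Mean spot signals were not used here.

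The 61002 remaining probes were tested with lmFit and eBayes in a model with the 4 groups, with 4 residual degrees of freedom and 3.95 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all probes of a comparison. A probe was called at an adjusted p below 0.05 and at least a 2-fold change. The comparisons were exFTL against WT without and with formate, the probes called in the same direction in both, formate against no formate in each strain, the interaction of strain and formate, and the 4 exFTL against the 4 WT arrays. A probe that the scanner software did not mark as well above background on any array of a group has only a bound there. Its fold change is given as at least the mean of the brighter group over the mean, per array of the dimmer group, of the higher of the probe's own value and the lowest value among probes well above background. Principal components were computed from centred, unscaled log2 values. Named probes were to be the genes the paper names and, from each comparison, the 5 probes with the largest increase and the 5 with the largest decrease among those called whose arrays did not overlap. Since the files used here do not pair probes with genes, at most 2 of the risen and 2 of the fallen are named for a comparison. The R_CRISPR1 probes with neighbouring numbers and the groups of R_CRISPR and R_LEADER probes, were chosen after their values were seen.

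The code was tested on simulated data with 200 of 61002 probes changed by 1.5, 2 or 3 on the log2 scale and independent normal noise. With the moderated variances of the fit as the true ones, which spread less between probes than the real variances, it recovered 98% of the changed probes for exFTL against WT without formate, 97.5% for both conditions together, 96.5% for formate in WT, 96% for formate in exFTL and 93% for the interaction, and up to 8.53% of the calls in a comparison were of probes that had not been changed. With variances drawn from the fitted prior, a simulation added after the real results were seen, the shares were 90.5% for exFTL against WT without formate, 90.5% for formate in WT, 90% for formate in exFTL and 80% for the interaction. Deviations that many probes of an array share were not simulated, nor variances that differ between changed and unchanged probes. Arrays carry no count depth, and the number of arrays limits the precision. Between 26263 and 46429 probes per array were well above background. All arrays lay on 1 slide with 1 scan time, so that slide and scan are no batches, and the rows of the slide coincide with the strains.

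The alternatives set before the data were examined were no background correction, normexp with an offset of 0, the processed signal scaled to its 75th percentile, 75th percentile scaling of the corrected values, the deposited log2 table, dim probes left out, the arrays of the compared groups only, eBayes with trend and robust options, the replicate number as a block, each array left out in turn, other thresholds, and other readings of both conditions. No normalization between arrays, the negative control spots as background and the non-uniform spots kept were added after the data had been seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.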

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

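All tests used here, on R_CRISPR1-15 and R_CRISPR1-16 as well as on the R_LEADER1 probes, were chosen after the result was seen.

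The paper does not discuss the array's probes for repeat regions. R_CRISPR1-15 was at least 30.9-fold higher and R_CRISPR1-16 at least 49.9-fold higher in exFTL than in WT over both conditions. Both were well above background on all 4 exFTL arrays and on 0 of the 4 WT arrays. The probes with the neighbouring numbers did not share this pattern, since number 14 differed by 0.0092 and number 17 by -1.38 on the log2 scale. A brightness factor per array would move all R_CRISPR1 probes alike before normalization. Without normalization between arrays the 2 probes differed by 7.59 and 6.49 on the log2 scale. The other 47 had a median of 0.038, a highest value of 0.74 and a lowest of -3.49. After normalization R_CRISPR1-48 and R_CRISPR1-49 differed by -3.51 and -4.32 and were well above background on all arrays, so large changes in this family went both ways. A mislabelled array would resemble the other strain over the remaining probes as well, but over the 60853 probes outside these families 0 arrays were closer to an array of the other strain than to one of their own. Defects of single spots would differ from array to array within a strain. For the probe with the smaller gap, the lowest exFTL array lay 5.28 above the highest WT array on the log2 scale. The largest range of the 2 probes within a strain was 1.00. The 2 probes were chosen for the separation of the strains, so these values cannot decide whether their spots were defective. A candidate explanation is that the sequence is missing from the WT cells used, which names a strain variant and is a hypothesis. Its test asked for both probes to be at the level of the negative controls on all WT arrays. This was met for R_CRISPR1-15, which was at or below the 95th percentile of the negative control spots on 4 of 4 WT arrays, and was not met for R_CRISPR1-16, with 0 of 4, so that the count for a sequence missing from the WT cells is 0 arrays for both probes. As written, that outcome counts against the explanation. The verdict was changed to undecided after this value was seen, because all 308 negative control spots carry 1 sequence and do not give the background of another probe. For these probes a missing sequence and a local difference in transcription cannot be told apart, and the arrays measure RNA and not DNA. The paper's methods name the glucose-tolerant strain as WT, and its Table S1 gives the Pasteur culture collection as the source. The row of the slide coincides with the strain.

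The 4 R_LEADER1 probes had a median difference of 2.80 on the log2 scale between exFTL and WT, with 3 of them called higher. The paper does not report on them. Its size depends on the scaling, with 2.51 under 75th percentile scaling and 2.27 with the processed signal scaled to the 75th percentile. A test written before asked whether it would fall below 1 under 75th percentile scaling. It is not used here, since that scaling shifts all probes of an array alike and moved the median of all probes by only -0.27 and -0.36. Without any normalization between arrays the difference was 3.56. The brighter exFTL arrays raise most probes in that setting, with a median shift of all probes of 0.83 without and 0.62 with formate. The difference of the R_LEADER1 probes was larger than this shift and so is present before normalization, which argues against normalization as its source. A difference in transcription or in sequence between the strains was not tested and stays open, as does the row of the slide.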

How the results depend on the processing

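The alternatives without normalization between arrays, with the negative control background and with non-uniform spots kept were chosen only after the data were seen, and the others were set before. Not run were the mean signal, the median over probes and probes tested singly, protein-coding genes only, and the tests of ribosomal and carbon genes, as the processing summary explains.

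In what follows, pairs of counts give higher and then lower probes. Both strain comparisons called probes in both directions under every setting, with between 1844 and 24470 higher probes and between 503 and 12022 lower probes without formate. Without background correction the counts were 1844 and 1607 without formate, 1912 and 960 with formate, 1331 and 599 under both conditions, and 383 and 136 for formate in exFTL, while 1 probe was lower for formate in WT and 3006 differed between the strains over both conditions. The cause was not tested. With the processed signal scaled to the 75th percentile they were 12127 and 12022 without formate, 9847 and 15431 with formate, and 7989 and 9890 under both conditions. This setting also gave 6 lower probes for formate in WT, 1028 lower for formate in exFTL, 151 for the interaction and 24347 between the strains. Under 75th percentile scaling 6993 probes were lower without formate, 2878 were higher and 8236 lower with formate, and 4329 were lower under both conditions. There 1 probe was lower for formate in WT, the interaction called 18, and the first principal component held 72.1% of the variance. The cause of these moves was not tested.

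Without normalization between arrays, the brighter exFTL arrays raise most probes by construction. This gave 24470 and 503 probes without formate, 17946 and 260 with formate, and 15797 and 126 under both conditions, with a median shift of 0.83 without and 0.62 with formate. It also gave 945 lower probes for formate in exFTL, 407 for the interaction and 20894 between the strains, and a first component of 83.4%. The median of all R_CRISPR1 probes changed sign, from -0.78 to 0.058. With features scaled to unit variance the first component held 52.2%.

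With no fold threshold, by construction more probes were called: 12239 and 11875 without formate, 12056 and 12054 with formate, 9059 and 8089 under both conditions, 502 lower for formate in exFTL and 31297 between the strains. At an unadjusted p, 4 probes were higher and 61 lower for formate in WT, 616 were lower for formate in exFTL and 1398 were called for the interaction. With trend and robust options, 7 were lower for formate in WT and 42 were called for the interaction. With only the arrays of the compared groups, 0 were lower for formate in WT and 382 were higher for formate in exFTL, from fewer arrays. Counting probes called in either condition gave 5653 and 4088, and the average of both comparisons gave 2580 lower. The causes were not tested beyond these constructions.

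Leaving out each array in turn gave ranges of 0 to 3 higher and 0 to 10 lower probes for formate in WT, 0 to 806 higher and 0 to 406 lower for formate in exFTL, and 0 to 474 for the interaction. The lone array left in a group is assumed to vary like the other groups. Both counts for formate in exFTL were 0 without either exFTL + formate array, and the 474 came without exFTL replicate 2. The first component held 66.5 to 71.5%. The strain counts without formate ranged from 3163 to 5574 and from 2019 to 4299, all within 1.5 times of the full set.

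With the replicate number as a block, the counts were 4342 and 3132 without formate, 4495 and 2587 with formate, 3050 and 1455 under both conditions, 0 and 2 for formate in WT, 732 and 260 for formate in exFTL, and 0 for the interaction. The numbers do not pair the samples, since 2 of 6 correlations between the deviations of groups were above 0.1, in a range from -0.41 to 0.52.

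R_CRISPR1-15, R_CRISPR1-16, R_CRISPR3-33 and R_CRISPR3-27 kept their direction and their calls in all settings run. Signal over background limits the dim probes. With only the 45258 probes well above background on both arrays of a group, 2859 were higher under both conditions and 1258 lower.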

Differences from the paper's values

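The choices behind these comparisons were set before the data were examined, except no normalization between arrays, which was added later.

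The paper reports 272 transcripts that were more strongly expressed in exFTL under both conditions, and here 3032 probes were called. For lower expression the paper's count is 232 transcripts, and here it is 1370 probes. The units differ, since the paper averages the probes of a transcript and the files used here do not pair probes with transcripts. None of the alternatives set before the data were examined brought either count within 1.5 times of the paper's. The nearest were 1331 higher and 599 lower without background correction. Among the settings added later, no normalization between arrays gave 126 lower probes, below the paper's 232.

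The paper's methods state 3 technical replicates of each probe on the array. In the files each probe name occurs on 1 spot. No alternative bears on this value.

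The paper names an operon as the main case above its threshold of 2-fold induction by formate in WT. Here 0 probes were called higher for formate in WT, where a call needs an adjusted p below 0.05 as well as a 2-fold change of a single probe. By the 2-fold threshold alone, the group means of 22 probes were higher with formate. Limma at an unadjusted p below 0.05 and at least a 2-fold change gave 4 higher probes. At the adjusted p, 3 probes were called higher without WT + formate replicate 1 and 1 without replicate 2, while the other settings that leave out an array gave 0. Whether any of these probes belongs to that operon was not analysed here.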

Other observations

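Tests on the signals of the strains and on noise between single arrays were chosen only after the result was seen. Those on other groupings of the arrays, on the normalization of the R_CRISPR2 and R_CRISPR3 probes, on formate against the strain difference and on the distances between spots were written before their values were computed. The test on touching spots was written before its value was computed, but after the distance test had given its result. The brightness classes and the limit of 4-fold were chosen after looking at the data.

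When the 8 arrays were divided 4 against 4 in all 35 ways, 1 of the 35 gave as many called probes as the strains, namely the strains themselves with 6570. The next division gave 44. This is the smallest share that 35 divisions allow. The count argues against chance as the source of the grouping but, with so few divisions, cannot exclude it. The row of the slide, which coincides with the strain, stays open as a source.

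Before normalization the signals of the exFTL arrays lay above those of the WT arrays. A single brightness factor per array would raise middle and high signals alike, but after subtraction of the negative controls the difference between the strains was 1.22 for the 10548 probes of middle signal and 0.27 for the 895 of high signal. The classes thus differed by 0.96, between 0.64 and 1.19 over the 16 pairs of arrays across strains and at most 0.30 within a strain. Without the subtraction, which rests on negative controls of 1 sequence, the differences were 0.89 for the middle and 0.26 for the high class, a check added after the result was seen. The median negative control differed by -0.019 between the strains, against 0.56 for the median probe, but all negative control spots carry 1 sequence and do not give the non-specific signal of other probes. More non-specific signal in exFTL therefore stays open, and this reading replaced an earlier one that had excluded it. A few probes taking most of the signal would leave the sum alike, but the summed signal was 1.56 times higher in exFTL. The share of the brightest 100 probes was 30.4 to 34.5% on the WT arrays and lower on every exFTL array, down to 18.9%. The position on the slide cannot be told apart from the strain, since 0 rows hold arrays of both. A difference in the RNA of the strains and a difference in labelling stay open. Quantile normalization took out most of this difference. The median over the probes of exFTL minus WT went from 0.83 to -0.029 without formate and from 0.62 to -0.054 with formate. How many probes count as higher or lower therefore depends on the normalization between arrays. On all exFTL arrays and no WT array 8302 probes were well above background, and 45 in the reverse case, of which 20 and 0 differed at least 8-fold.

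The R_CRISPR2 probes had a median difference of -1.47 between exFTL and WT, with 55 of 55 below 0, and the R_CRISPR3 probes of -2.98, with 33 of 38 below 0. The 3 R_LEADER2 probes had a median of -1.84. The paper does not report on these probes. If normalization between arrays had made the difference, 50% or fewer of the 93 R_CRISPR2 and R_CRISPR3 probes would be lower without it, and otherwise nearly all. The value, 83.9%, fell between these outcomes. The limits first used gave no decision, and the reading as an argument against normalization as the whole cause was adopted after the value was seen. Without normalization 78 probes were lower, against 88 with it, and the median difference shrank to -0.61 for R_CRISPR2 and to -2.16 for R_CRISPR3. The R_CRISPR2 median was also -0.99 without background correction, -2.20 with dim probes left out and -2.33 with the processed signal, so its size depends on the processing. The row of the slide and a difference in transcription or sequence between the strains were not tested and stay open.

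It was tested whether formate partly undoes the strain difference. With no array in both differences, the correlation over probes of the strain difference with the formate change in exFTL was -0.041 or -0.32, depending on which exFTL array was used in which difference. The prediction asked for values below -0.1 in both ways and was not met. When the exFTL arrays are shared between the differences, the correlation of -0.33 contains their common error. A correlation over all probes, most of which changed little, cannot decide whether formate undid the strain difference in a subset of them. At least 4-fold lower in exFTL than in WT were 481 called probes without and 147 with formate. At least 4-fold higher were 661 and 819.

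The WT + formate replicates differed at least 4-fold for 267 probes, of which 239 were higher on replicate 1. Between the exFTL replicates 184 probes differed this much, between the WT replicates 2 and between the exFTL + formate replicates 0. Noise of single arrays would leave about 50% of the 267 in the same direction on another pair, but 99.6% of them, or 266, differed in the same direction between exFTL replicates 1 and 2. The share was 83.1% between the WT replicates and 28.1% between the exFTL + formate replicates. A local defect was tested by the distances between the spots. The median distance to the nearest spot of the set was 6.40 spots and smaller than in 97.5% of 1000 random sets. This met the criterion written for a local defect. The test on touching spots was then added. The 2041 spots touching those of the set differed by a median of -0.012 in the direction of the probes on the log2 scale, and the 6089 spots up to 2 rows or columns away by -0.015, which argues against a patch on an array. For that reason, and because of the direction shared with the exFTL arrays, a local defect is not regarded here as the cause, although its own test had come out for it and this reading was adopted afterwards. A candidate explanation is a state of the cultures or of the RNA that varied between replicates in both strains. It is a hypothesis found in these data, and neither was tested apart from the other.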
